# Ontogeny of CpG island methylation and specificity of DNMT3 methyltransferases during embryonic development in the mouse

**DOI:** 10.1186/s13059-014-0545-5

**Published:** 2014-12-03

**Authors:** Ghislain Auclair, Sylvain Guibert, Ambre Bender, Michael Weber

## Abstract

**Background:**

In the mouse, the patterns of DNA methylation are established during early embryonic development in the epiblast. We quantified the targets and kinetics of DNA methylation acquisition in epiblast cells, and determined the contribution of the *de novo* methyltransferases DNMT3A and DNMT3B to this process.

**Results:**

We generated single-base maps of DNA methylation from the blastocyst to post-implantation stages and in embryos lacking DNMT3A or DNMT3B activity. DNA methylation is established within two days of implantation between embryonic days 4.5 and 6.5. The kinetics of *de novo* methylation are uniform throughout the genome, suggesting a random mechanism of deposition. In contrast, many CpG islands acquire methylation slowly in late epiblast cells. Five percent of CpG islands gain methylation and are found in the promoters of germline genes and in exons of important developmental genes. The onset of global methylation correlates with the upregulation of *Dnmt3a/b* genes in the early epiblast. DNMT3A and DNMT3B act redundantly to methylate the bulk genome and repetitive elements, whereas DNMT3B has a prominent role in the methylation of CpG islands on autosomes and the X chromosome. Reduced CpG island methylation in *Dnmt3b*-deficient embryos correlates with gene reactivation in promoters but reduced transcript abundance in gene bodies. Finally, DNMT3B establishes secondary methylation marks at imprinted loci, which distinguishes *bona fide* germline from somatic methylation imprints.

**Conclusions:**

We reveal that the DNMT3 *de novo* methyltransferases play both redundant and specific functions in the establishment of DNA methylation in the mouse embryo.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-014-0545-5) contains supplementary material, which is available to authorized users.

## Background

Methylation of cytosines is an epigenetic mark of DNA with crucial functions in mammalian development and diseases. In mammals, methylation occurs almost exclusively in the context of cytosine-guanine (CpG) dinucleotides, which are found at higher frequency in short regions termed CpG islands (CGIs). Paradoxically, the majority of CGIs remain unmethylated in all cell lineages [1-3]. The contrast between the low methylation at CGIs and the high methylation in CpG-poor sequences arises from the accelerated mutational loss of methylated CpGs over evolutionary time [2].

DNA methylation is reprogrammed during embryonic development. The spermatozoa and oocyte acquire differential methylation at many sequences, which establishes a strong epigenetic asymmetry between the gametes that is not limited to imprinted regions [4-6]. After fertilization, these gametic profiles are globally erased to reach a low point of methylation at the blastocyst stage [4-8]. Yet numerous sequences maintain partial methylation in the blastocysts, primarily on the oocyte-derived allele [4-8]. In the case of imprinted regions, this differential allelic methylation is stably maintained throughout embryogenesis and adulthood at a small number of germline differentially methylated regions (gDMRs). After implantation of the embryo, DNA methylation is restored to high levels in epiblast cells throughout the genome as well as at a small number of CGIs [6-8].

Cytosine methylation is catalyzed by DNA methyltransferases (DNMTs). DNMT1 copies methylation on the new DNA strand at hemimethylated CpG sites after DNA replication, which mediates epigenetic inheritance in dividing cells. In contrast, DNMT3A and DNMT3B mediate *de novo* methylation by targeting previously unmethylated CpGs. Another member of the family, DNMT3L, lacks enzymatic activity but acts as a cofactor that stimulates the activity of DNMT3A and DNMT3B in germ cells [4,5]. The knockout of DNMT1 and DNMT3B in mice leads to mid-gestation lethality, indicating that DNA methylation is essential for development [9,10]. DNMT3A knockout animals survive until birth but die at around 4 weeks of age [10].

Advances with high-throughput methods led to a better characterization of the distribution of DNA methylation in mouse embryos, yet several points remain to be clarified, such as (i) the timing of acquisition of DNA methylation in embryos, (ii) the identity and role of CGIs that gain methylation, and (iii) the contribution of DNMT3A and DNMT3B to *de novo* methylation in the embryo. So far the single-gene studies have indicated that DNMT3B methylates the promoters of a few germline genes [7,11] and protocadherin genes [12], whereas DNMT3A and DNMT3B cooperate to methylate other sequences in the mouse embryo [10,13,14]. This suggests that DNMT3A and DNMT3B have both specific and overlapping functions in embryonic methylation, which has not been investigated in a systematic way.

To answer these questions, we generated a single base atlas of cytosine methylation by reduced representation bisulfite sequencing (RRBS) throughout mouse embryonic development starting from the blastocyst stage, as well as in *Dnmt3a* and *Dnmt3b* mutant embryos. We show that methylation is established rapidly at the time of implantation by the combined action of DNMT3A and DNMT3B. In contrast, CGIs behave as a functionally distinct class of sequences that acquire methylation slowly mediated primarily by DNMT3B. We provide a comprehensive analysis of the targets of CGI methylation in development and studied their impact on gene expression in embryos. Our study provides insights into the role and target specificities of the DNMT3 enzymes in mouse development.

## Results

### Temporal mapping of DNA methylation acquisition during murine embryogenesis

To characterize the wave of *de novo* DNA methylation in the mouse embryo, we generated single-base profiles of cytosine methylation by RRBS at consecutive stages of development between embryonic day (E)3.5 and E8.5 (Figure S1A,B in Additional file 1). We quantified methylation for approximately 1,300,000 CpGs per sample at an average sequencing depth of 68× (Figure S1A in Additional file 1). As shown previously [4-7], the genome of E3.5 blastocysts is globally hypomethylated but contains sequences with partial methylation caused by incomplete erasure of gametic methylation (Figure 1A). After E3.5, cytosine methylation progressively accumulates after implantation exclusively in a CG sequence context (Figure S1C in Additional file 1). During this period, gene bodies, transposable elements and CpG-poor promoters are *de novo* methylated, whereas CpG-rich sequences are protected from methylation (Figure 1B,C). ‘Canyons’, a class of extended regions of low methylation that span loci of developmental transcription factors [15], also form after implantation through protection from *de novo* methylation (Figure 1C). Interestingly, most sequences with partial methylation in blastocysts gain full methylation in post-implantation embryos (Figure 1D); thus, resistance to demethylation after fertilization predisposes to *de novo* methylation in post-implantation embryos. We then investigated the dynamics of methylation by averaging methylation in 400 bp tiles and searching for tiles that gain or lose methylation at each developmental transition. The most dramatic wave of *de novo* methylation occurs in early epiblast between E4.5 and E5.5 (Figure 1E). In contrast there are very few demethylation events at any of the developmental transitions (Figure 1E). This demonstrates that *de novo* methylation occurs rapidly at the time of implantation and is unidirectional. To precisely quantify the kinetics of *de novo* methylation, we selected all tiles that gain methylation in post-implantation embryos and plotted their methylation as a function of the developmental stage (Figure 1F). Methylation increases rapidly from 12% to 62% between E4.5 and E5.5, and reaches almost maximum levels at E6.5 (Figure 1F). As a control, we show that the imprinted gDMRs have stable methylation between 40 and 50% at all stages (Figure 1F). To ask if the rate of *de novo* methylation varies along the genome, we monitored methylation separately in exons, introns and transposable elements and found that they acquire methylation with similar kinetics (Figure 1G). We also monitored methylation in classes of transposable elements and found that, while they have varying degrees of methylation in blastocysts, they all gain methylation with similar kinetics in post-implantation embryos (Figure 1H). This shows that *de novo* methylation occurs rapidly within two days around implantation and is uniform throughout the genome.

**Figure 1:**
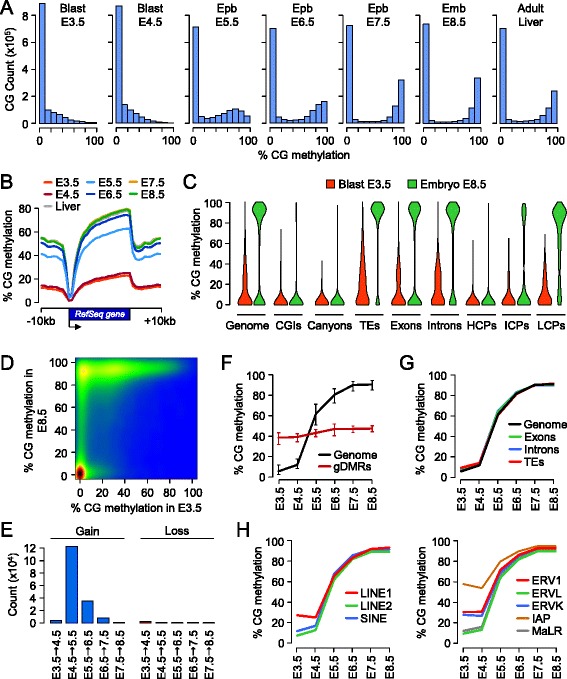
**Acquisition of CpG methylation occurs at implantation in mouse embryos. (A)** Density histograms showing the distribution of methylation levels measured at individual CpGs throughout embryonic development. Blast, blastocyst; Epb, epiblast; Emb, embryo. **(B)** Distribution on CpG methylation in RefSeq genes and 10 kb of flanking sequences throughout embryonic development. For each protein-coding RefSeq gene (excluding the X and Y chromosomes), we calculated methylation in 20 equal-sized windows within the gene and 10 1-kb windows of flanking sequences. **(C)** Violin plots showing the acquisition of CpG methylation in post-implantation embryos compared with blastocysts in various genome elements. TEs, transposable elements; HCPs, high CpG promoters; ICPs, intermediate CpG promoters; LCPs, low CpG promoters. **(D)** Pairwise comparison of CpG methylation (measured in 400 bp tiles) in E3.5 blastocysts and E8.5 post-implantation embryos. The density of points increases from blue to dark red. **(E)** Number of 400 bp tiles that gain or lose more than 20% CpG methylation at each developmental transition. **(F)** Kinetics of *de novo* DNA methylation in development. We selected all the genomic tiles (400 bp) that gain methylation in post-implantation embryos (defined as <20% methylation in E3.5 blastocysts and >50% methylation in E8.5 embryos) and then plotted their methylation as a function of the developmental stage (black line). The red line shows the methylation for 17 imprinted germline DMRs. The lines represent the median methylation and the error bars represent the 25th and 75th percentiles. **(G)** Kinetics of *de novo* DNA methylation in exons, introns and transposable elements (TEs). **(H)** Kinetics of *de novo* DNA methylation in classes of transposable elements. LINE, long interspersed nuclear element; SINE, short interspersed nuclear element. In **(G,H)**, the lines depict the median methylation measured at each developmental stage.

### Kinetics of CpG island methylation in developing embryos

Next we focused on CGIs. Out of the 16,023 UCSC CGIs, 89% are covered in each sample (Figure S1D in Additional file 1) and 14,085 have methylation data in all samples. Out of these 14,085 CGIs, 713 (5%) acquire more than 50% methylation in post-implantation embryos (Additional file 2). Remarkably, the proportion of methylated CGIs with more than 50% methylation is much lower at transcription start sites (TSSs; 0.6%, 69/10,694 in total, 63/10,422 on autosomes) than in intergenic and intragenic regions, especially for CGIs covering exons (34%, 505/1,471 in total, 502/1,449 on autosomes) (Figure 2A). Because the UCSC annotations underestimate the number of CGIs [16], we repeated this analysis with a less stringent custom CGI annotation and found a similar repartition of CGI methylation (Figure S2A,B in Additional file 1). We explored the relationship between CGI methylation in pre- and post-implantation stages and found that half of the CGIs methylated in post-implantation embryos already have persistent gametic methylation in blastocysts (Figure 2B). This reflects that CGIs that escape complete demethylation before implantation are more likely to reacquire methylation after implantation (Figure 2C). Consequently transient imprinted CGI methylation in blastocysts rarely translates into lifelong imprinted methylation [7,17]. We then monitored the kinetics of *de novo* methylation at CGIs and found that they acquire methylation at a slower rate compared with the bulk genome (Figure 2D). A similar delay in methylation is observed when we use our extended set of custom annotated CGIs (Figure S2C in Additional file 1). This delay is most evident at TSS-proximal CGIs (Figure 2E), as illustrated by the *Sycp3* promoter (Figure 2F) and several other promoters (Figure S3A in Additional file 1). Methylation of intergenic and intragenic CGIs is, on average, less delayed than at promoters (Figure 2E); nevertheless, many of these CGIs also gain delayed methylation as exemplified by intragenic CGIs in the *Bcl11b*, *Dact1* and *Cux1* genes (Figure 2F; Figure S3B in Additional file 1).

**Figure 2:**
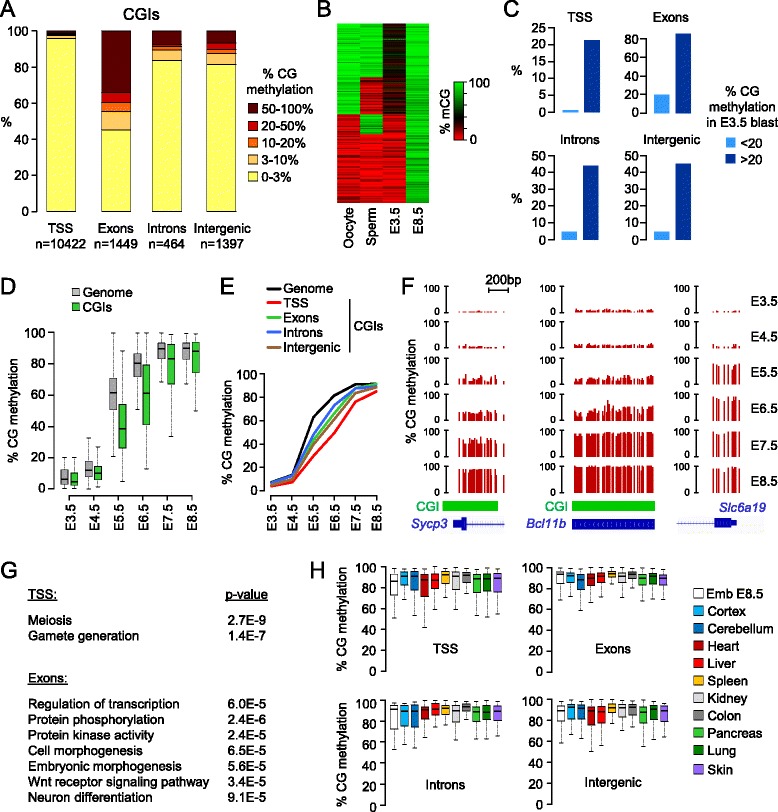
**Targets and kinetics of CpG island methylation in epiblast cells. (A)** Distribution of E8.5 methylation scores in UCSC CGIs located in promoters (-1,000 to 1,000 bp from RefSeq transcription start sites (TSSs)), exons, introns and intergenic sequences. X-linked CGIs are excluded from this analysis. **(B)** Heatmap showing the methylation in gametes and blastocysts for all the CGIs methylated (>50%) in E8.5 embryos. Approximately half of the CGIs inherit partial methylation from the oocyte. **(C)** Percentage of CGIs that gain >50% methylation in E8.5 embryos depending on their methylation in blastocysts. CGIs with oocyte-derived methylation in blastocysts have a much higher probability to gain methylation in post-implantation embryos. **(D)** Kinetics of *de novo* methylation in CGIs compared with the genome (measured in 400 bp genomic tiles). The graph depicts *de novo* methylated sequences defined as <20% methylation in E3.5 blastocysts and >50% methylation in E8.5 embryos. **(E)** Kinetics of *de novo* methylation for CGIs in TSSs, exons, introns and intergenic sequences (selected as <20% methylation in E3.5 blastocysts and >50% methylation in E8.5 embryos) compared with the whole genome (black line). The lines depict the median methylation at each stage. **(F)** Examples of single-CpG RRBS profiles at CGIs with delayed DNA methylation in the promoter of *Sycp3* and one exon of *Blc11b* (chr12:107,915,284-107,917,294). Here and in other figures, the green bars depict the position of the CGI. In comparison, the CpG-poor promoter of the *Slc6a19* gene gains methylation between E4.5 and E5.5. **(G)** Gene Ontology terms associated with methylated CGIs (>50% methylation in E8.5 embryos) in TSSs and exons. **(H)** Distribution of methylation in adult tissues [3] for CGIs with >50% methylation in E8.5 embryos.

### CpG island methylation is recruited to important developmental genes

To gain insights into the function of CGI methylation, we performed ontology analyses on genes that gain CGI methylation after implantation. In accordance with previous data [7,11], promoter CGI methylation is enriched at genes involved in gamete functions (Figure 2G; Figure S4A in Additional file 1). Using our custom CGI annotation, we identified 87 CGI promoters with more than 50% methylation in E8.5 embryos and found that 79% (69/87) are associated with germline genes (Additional file 3). The targets identified here and in previous studies [7] reveal that promoter CGI methylation is recruited in particular to genes involved in gamete chromatin (*Brdt*, *H1fnt*, *Hist1h2aa/ba*, *H2afy3*), meiosis (*Spo11*, *Sycp1/2/3*, *Syce1/3*, *Msh4*, *Hormad1/2*) and the Piwi-interacting RNA (piRNA) pathway (*Piwil1/2/4*, *Mov10l1*, *Fkbp6*, *Mael*, *Tdrd1/9/12*, *Rnf17*, *Ddx4*, *Asz1*). In contrast, exon CGI methylation is targeted to genes with important developmental functions in the regulation of transcription, morphogenesis, signaling pathways and neuronal development (Figure 2G). As examples, key transcription factor genes (*Cux1*, *Bcl11b*, *Klf3*, *Daxx*, *Foxo3*, *Zfp64*) gain exon CGI methylation in the epiblast, as well as several genes of the Wnt/β-catenin signaling pathway that plays pivotal roles in embryogenesis and gastrulation. In contrast, we found no ontology category associated with intron CGI methylation (data not shown). To investigate if intragenic CGI methylation correlates with transcription of the surrounding gene as is the case in oocytes [4,18], we compared CGI methylation with RNA-Seq in E8.5 embryos and found a tendency for methylated CGIs in exons, but not introns, to be located within active transcription units (Figure S4B in Additional file 1). 

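The transcript levels were taken from the raw counts that the authors made for the RNA-Seq libraries of 3 WT E8.5 embryos, as the mean FPKM computed here from these counts and the RefSeq exon length of each gene. The genes were those with a DNMT3B-dependent region of Additional file 4 more than 1000 bp from a TSS. These regions lose their methylation in Dnmt3b-/- embryos and are not all CGIs, since 123 of the 1759 have the base content of one. The 542 genes with such a region in an exon had a median of 2.20 FPKM, and 60.7% of them exceeded 1 FPKM. The 210 genes with such a region in an intron had a median of 0.570 FPKM, and 44.8% exceeded 1 FPKM. Among all 23887 genes 46.9% exceeded 1 FPKM. The medians of log2(FPKM + 0.1) differed by 1.78 (two-sided permutation test across genes with 100000 resamples, p = 3e-05), where genes are not independent replicates. With each WT embryo left out in turn the difference stayed between 1.76 and 1.81. With only the regions that overlap no repeat, the difference was -0.15 (p = 0.733 by the same permutation test), so that its direction depended on this choice.

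The paper names Daxx, Zfp64, Klf3, Cux1, Foxo3 and Bcl11b for a methylated exon CGI and Dact1 for an intragenic one. Of these genes, Daxx and Dact1 were at 18.5 ± 1.5 and 13.4 ± 1.5 FPKM (SD, n = 3 WT embryos). Zfp64, Klf3, Cux1 and Foxo3 were between 7.00 ± 0.51 and 3.44 ± 0.03 FPKM. Bcl11b was lowest, at 0.0255 ± 0.0133 FPKM.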

To ask if CGI methylation persists in the adult, we interrogated a published dataset from mouse adult tissues [3] and found that CGIs in promoters, exons, introns or intergenic regions remain highly methylated in all tissues (Figure 2H). Thus, CGI methylation in the epiblast is targeted to important developmental genes and constitutes a stable epigenetic signature of all somatic lineages.

### A class of CpG islands gains partial methylation in somatic lineages

We noted that CGIs have a peculiar distribution of CpG methylation in post-implantation embryos characterized by a high prevalence of intermediate methylation (Figure 3A). We defined partially methylated CGIs (pmCGIs) as having methylation of between 15 and 60% in E8.5 embryos (excluding the known imprinted differentially methylated regions (DMRs) and the X chromosome). The pmCGIs are found within and outside genes but their relative frequency is the highest in TSSs (Figure 3B,C). Interestingly their CpG ratio is intermediate between those of methylated and unmethylated CGIs (Figure 3D). To investigate the possibility that the pmCGIs gain methylation at later stages of development, we generated RRBS methylomes in E10.5 embryos and adult liver, and investigated methylomes from adult tissues [3]. Most promoter pmCGIs retain partial methylation throughout development and in adult tissues (Figure 3E,F). Similarly, a high proportion of intergenic and intragenic pmCGI harbors partial methylation in all tissues while some occasionally are fully methylated in some tissues (data not shown). We then asked if this partial methylation represents an allele-specific methylation or a low methylation per allele. To this end we extracted single-allele methylation data from the sequencing reads and found that, in contrast to the allele-specific methylation of imprinted gDMRs, the partial methylation at pmCGIs results from a low density of methylated cytosines per allele (Figure 3G). This is confirmed by bisulfite cloning and sequencing of larger amplicons (400 to 500 bp) in four pmCGI promoters in adult liver (Additional file 1). Interestingly, whole-genome bisulfite sequencing and the bisulfite cloning reveal that pmCGIs contain patches of low and high susceptibility to methylation (Additional file 1), which could reflect differential susceptibility caused by the positioning of nucleosomes. To further characterize the promoter pmCGIs, we performed an ontology analysis and found that, similar to the fully methylated CGI promoters, they are enriched for germline-specific genes (Figure 3H). Using our custom annotation pipeline, we identified 50 high confidence pmCGI promoters and counted that 60% (30/50) are linked to germline genes (Additional file 3). Representative examples include *Smc1b*, *Papolb*, *Boll*, *Mei1*, *Rbmxl2* and *Rbm46* (Figure 3F). This identifies a novel class of methylated promoter CGIs and extends the repertoire of germline genes targeted by DNA methylation in embryogenesis.

**Figure 3:**
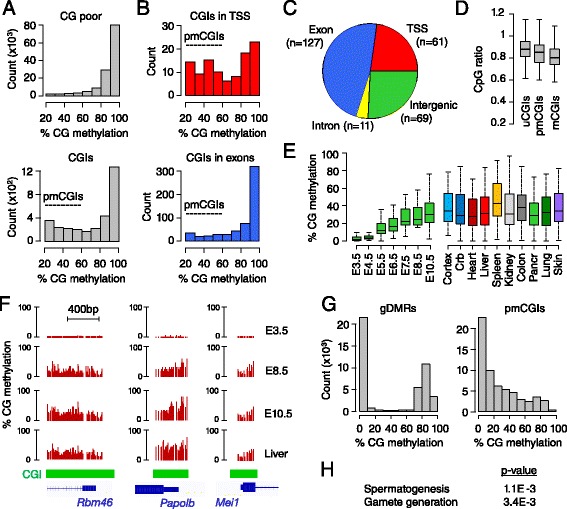
**A class of CpG islands gains partial methylation during development. (A)** Density histograms showing the distribution of methylation in E8.5 embryos in genomic tiles (400 bp) covering CpG-poor regions and CGIs, which reveals a high prevalence of partially methylated CGIs (pmCGIs). **(B)** Frequency of pmCGIs in CGIs covering TSSs and exons. **(C)** Distribution of pmCGIs in TSSs, exons, introns and intergenic regions. **(D)** Comparison of the distribution of CpG ratios in unmethylated (u; <10% methylation in E8.5 embryos), partially methylated (pm; >15% and <60% methylation) and methylated (m; >60% methylation) CGIs. **(E)** Dynamics of DNA methylation at TSS-proximal pmCGIs (defined as >15% and <60% methylation in E8.5 embryos) across embryonic development and in adult tissues. Crb, cerebellum; Pancr, pancreas. **(F)** Examples of RRBS methylation scores at three TSS-associated pmCGIs in blastocysts (E3.5), post-implantation embryos (E8.5 and E10.5) and adult liver. **(G)** Distribution of RRBS single-allele methylation scores from E8.5 embryos in TSS-proximal pmCGIs compared with imprinted gDMRs. **(H)** Gene Ontology terms associated with TSS-proximal pmCGIs.

### DNMT3A and DNMT3B cooperate to methylate the genome

Next we investigated the contribution of the *de novo* enzymes DNMT3A and DNMT3B to methylation in embryos. We first followed the expression of *Dnmt3a/b* mRNAs by quantitative RT-PCR (RT-qPCR) and found that both genes are upregulated in early epiblast cells, which coincides with the onset of genome-wide methylation (Figure 4A). Notably, *Dnmt3b* mRNAs reach higher levels of expression than *Dnmt3a* (Figure 4A). RNA-Seq indicates that embryos express predominantly the short *Dnmt3a2* isoform and the full length *Dnmt3b1* isoform (Figure S6A in Additional file 1). We generated embryos homozygous for catalytically inactive alleles of *Dnmt3a* and *Dnmt3b* (referred to as *Dnmt3a*-*/*- and *Dnmt3b*-*/*-) and performed RRBS at the E8.5 stage, which led to highly reproducible data in independent embryos (Figure S1E in Additional file 1). Importantly, we verified that the inactivation of one *Dnmt3* gene does not modify the expression of the other *Dnmt* genes in embryos (Figure S6B,C in Additional file 1). We found that the inactivation of *Dnmt3a* or *Dnmt3b* leads to a partial reduction in global methylation, indicating that the inactivation of one enzyme is compensated for by the other and that both enzymes cooperate to methylate the bulk genome (Figure 4B,C). The decrease in methylation is unidirectional with no signs of gain of methylation, confirming that these enzymes solely act as methylases (Figure 4D). Overall, the inactivation of *Dnmt3b* leads to a higher number of hypomethylated sequences and an increased amplitude in the loss of methylation compared with *Dnmt3a* (Figure 4E). Detailed quantification is given in Figure 4F and shows that the median methylation of methylated sequences in E8.5 embryos drops from 91% in wild type (WT) to 86% in *Dnmt3a*-*/*- and 72% in *Dnmt3b*-*/*- embryos. These variations are equally distributed in exons, introns and transposable elements (Figure 4F). We also monitored methylation of various classes of transposable elements (long interspersed nuclear elements (LINEs), short interspersed nuclear element (SINEs), long terminal repeats) and found that they follow the same trend with a small decrease in methylation (approximately 5%) in *Dnmt3a*-*/*- embryos and a more pronounced decrease (approximately 20%) in *Dnmt3b*-*/*- embryos (Figure 4G). The exception is intracisternal A-particle elements, which are marginally affected in *Dnmt3a*-*/*- and *Dnmt3b*-*/*- embryos, which is consistent with previous data [10,14] and reflects that intracisternal A-particles maintain high methylation in pre-implantation stages. We conclude that DNMT3A and DNMT3B cooperate to establish DNA methylation in embryos, with DNMT3B having a greater contribution than DNMT3A.

**Figure 4:**
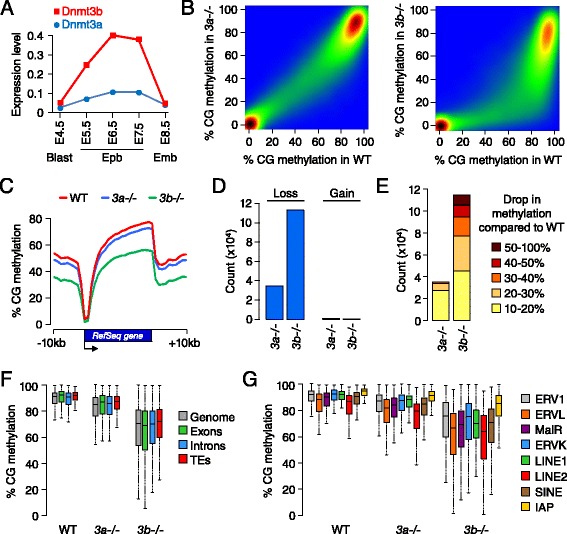
**Methylome profiling in DNMT3A and DNMT3B**-**deficient embryos. (A)** mRNA expression of *Dnmt3a/b* genes in embryos. Expression was measured by RT-qPCR on 5 to 10 pooled embryos and is depicted as a ratio relative to the expression of two housekeeping genes (*Actb* and *Rpl13a*). The primers used for RT-qPCR were designed in the last exons to amplify all isoforms. Blast, blastocyst; Epb, epiblast; Emb, embryo. **(B)** Pairwise comparison of CpG methylation in 400 bp tiles in wild-type (WT) compared with *Dnmt3a*-*/*- and *Dnmt3b*-*/*- E8.5 embryos. **(C)** Distribution of CpG methylation in RefSeq genes and 10 kb of flanking sequences in WT, *Dnmt3a*-*/*- or *Dnmt3b*-*/*- E8.5 embryos. **(D)** Number of 400 bp tiles that lose or gain more than 10% methylation in *Dnmt3a*-*/*- and *Dnmt3b*-*/*- compared with WT E8.5 embryos. **(E)** Detailed representation of the extent of methylation loss detected in 400 bp tiles in *Dnmt3a*-*/*- and *Dnmt3b*-*/*- compared with WT E8.5 embryos. **(F)** Boxplot representing the distribution of CpG methylation in the whole genome (400 bp tiles), exons, introns and transposable elements (TEs) in WT, *Dnmt3a*-*/*- and *Dnmt3b*-*/*- E8.5 embryos. Only sequences with >50% methylation in WT E8.5 embryos are considered. **(G)** Distribution of CpG methylation in several families of transposable elements in WT, *Dnmt3a*-*/*- and *Dnmt3b*-*/*- E8.5 embryos. IAP, intracisternal A-particle; LINE, long interspersed nuclear element; SINE, short interspersed nuclear element.

### CpG islands are preferentially methylated by DNMT3B

We next investigated if DNMT3A and DNMT3B have specific targets. As shown in Figure 4E, we identified severely hypomethylated sequences in *Dnmt3b*-/- but not *Dnmt3a*-/- embryos, indicating that only DNMT3B has specific targets for methylation. We identified 1,759 *Dnmt3b*-dependent targets defined as losing more than 60% methylation in *Dnmt3b*-*/*- compared with WT embryos (Additional file 4). These targets are distributed in promoters, gene bodies and intergenic regions (Figure S7A in Additional file 1) and have an increased CpG density (Figure S7B in Additional file 1), suggesting a preferential role for DNMT3B at CGIs. To verify this hypothesis, we monitored methylation at CGIs and found that they are more severely demethylated in *Dnmt3b*-/- embryos compared with the bulk genome (Figure 5A). Many CGIs are markedly hypomethylated in *Dnmt3b*-/- compared with WT embryos, such as in the promoters of *Sycp3*, *Dmrtb1*, *Mael*, and gene bodies of *Cux1* and *Bcl11b* (Figure 5B). Remarkably, the DNMT3B-dependent CGIs overlap with the ones that acquire delayed methylation in late epiblast cells (for example, *Sycp3* and *Bcl11b* in Figures 2F and 5B). We investigated this observation on a global scale and confirmed that the methylation of the ‘slow’ CGIs returns to levels close to those of blastocysts in *Dnmt3b*-*/*- E8.5 embryos (Figure 5C, left panel). In contrast the methylation of the ‘fast’ CGIs is less affected by the inactivation of DNMT3B and can be partly compensated for by DNMT3A (Figure 5C, right panel). The methylation of the pmCGIs, which can be viewed as extreme cases of ‘slow’ CGIs, also strictly depends on DNMT3B activity (Figure 5D). Lastly, we show that the DNMT3B-dependent targets identified in E8.5 embryos are hypomethylated to a similar extent in limbs from E11.5 *Dnmt3b*-*/*- embryos (Figure S7C in Additional file 1), demonstrating that DNMT3A is incapable of compensating DNMT3B at these targets even over a prolonged period of development. Altogether this reveals a specific role for DNMT3B in the methylation of CpG-rich DNA in epiblast cells.

**Figure 5:**
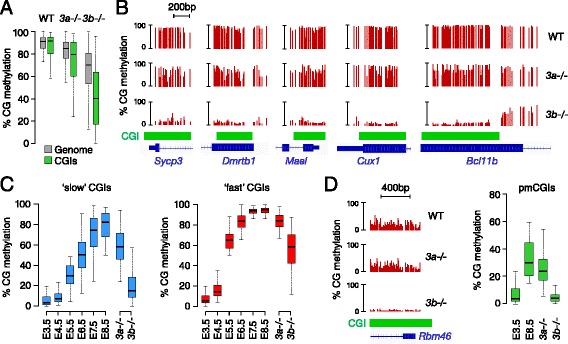
**DNMT3B methylates CpG islands in epiblast cells. (A)** Boxplot showing the distribution of CpG methylation in the whole genome (400 bp tiles) and CGIs in WT, *Dnmt3a*-*/*- and *Dnmt3b*-*/*- E8.5 embryos. Only sequences with >50% methylation in WT E8.5 embryos are considered. **(B)** Representative examples of RRBS profiles at DNMT3B-dependent CGIs in WT, *Dnmt3a*-*/*- and *Dnmt3b*-*/*- E8.5 embryos in gene promoters (*Sycp3*, *Dmrtb1*, *Mael*) and gene bodies (*Cux1*, chr5:136,274,862-136,275,397; *Bcl11b*, chr12:107,915,284-107,917,294). **(C)** Dynamics of DNA methylation across embryonic development and in *Dnmt3*-mutant E8.5 embryos in slow (<20% methylation in E3.5, <50% in E5.5 and >50% in E8.5) and fast (<20% methylation in E3.5, >50% methylation in E5.5 and >50% methylation in E8.5) CGIs. **(D)** DNMT3B methylates pmCGIs, as illustrated by the RRBS profiles in E8.5 embryos at the *Rbm46* CGI. The box plot shows the distribution of methylation at all pmCGIs in blastocysts (E3.5), WT E8.5 embryos and *Dnmt3*-mutant E8.5 embryos.

### Influence of DNMT3B-dependent methylation on gene expression in embryos

To explore the influence of DNMT3B-dependent methylation on gene transcription, we conducted RNA-Seq in three WT and *Dnmt3b*-*/*- E8.5 embryos (Figure S6D in Additional file 1). 

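The libraries were prepared from total RNA depleted of ribosomal RNA, with 1 library for each of 3 WT and 3 Dnmt3b-/- littermate embryos collected at E8.5, and were sequenced as stranded read pairs of 75 bases. The authors aligned the reads to the mouse mm10 genome with TopHat2 and counted them in RefSeq exons with HTSeq-count. They deposited the raw counts of 24065 genes in each embryo, together with counts normalized by DESeq2 and the fold changes of their own comparison. The paper reports 73493661, 52488499 and 64138495 read pairs for WT embryos 1, 2 and 3, and 61632013, 55357040 and 60179105 read pairs for Dnmt3b-/- embryos 1, 2 and 3. The raw counts on genes, on which the values given here are based, summed to 58470286, 41489332 and 52791747 in the WT embryos and to 47788062, 42424368 and 45037070 in the Dnmt3b-/- embryos. The methods do not give the strand setting of the counting, so that genes overlapping on opposite strands could share reads.

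The raw counts were normalized by the TMM method of edgeR and scaled to the mean library size of the 6 embryos. The genotypes were compared with the quasi-likelihood test of edgeR for the 15114 genes with a mean of at least 10 counts over the 6 embryos, with Benjamini-Hochberg adjustment. Genes were called at the thresholds of the paper, an adjusted p below 0.05 and a fold change above 2. The methods do not state whether the fold changes of the paper were shrunken, so that the same threshold may not select alike. The standard error given with a log2 fold change is the one implied by the F statistic of the test. A limit of 3 counts, which equals 2.38 to 3.50 normalized counts depending on the embryo, was set for what a count of 0 allows, and it covers counting error only. Where all embryos of a genotype lay at or under this limit, the fold change is given as a lower bound. A permutation test of a single gene in 3 against 3 embryos cannot go below an exact p of 0.1, and none is given.

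The Dnmt3b gene lies on chromosome 2 of mm10 (153649411 to 153687730, plus strand), and its count adds the reads over all its RefSeq exons, the deleted catalytic exons and the others alike. The raw counts of Dnmt3b were 9197, 12195 and 7120 in the WT embryos and 4068, 3904 and 4196 in the Dnmt3b-/- embryos. The normalized count was 9197 ± 4191 (SD, n = 3) in WT embryos and 4463 ± 349 (SD, n = 3) in Dnmt3b-/- embryos, a log2 fold change of -1.04 (standard error 0.27, adjusted p = 0.0169 from the quasi-likelihood test of edgeR). All 3 Dnmt3b-/- embryos lay below all 3 WT embryos. With each embryo left out in turn, the log2 fold change of Dnmt3b ranged from -1.25 to -0.61, the latter without WT embryo 2. The adjusted p of Dnmt3b stayed below 0.05 in 3 of these 6 fits and was 0.0608, 0.0613 and 0.0555 without Dnmt3b-/- embryos 1, 2 and 3. Over all alternatives it ranged from 0.0026 to 0.071.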

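Over the 15114 genes, the mean log2(normalized count + 1) of the Dnmt3b-/- embryos correlated with that of the WT embryos with a Pearson r of 0.972. Single embryos correlated with an r of 0.970 to 0.992 within the WT group and of 0.967 to 0.980 within the Dnmt3b-/- group. Pairs of embryos of different genotype reached 0.937 to 0.972, so that their upper end overlapped with the values within each genotype. These coefficients are across genes, which are not independent replicates, and no p-value is attached to them. Among the alternatives, the r between the genotype means moved most when every gene with a count was included, to 0.984.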

Overall we found relatively similar transcriptome profiles (Figure 6A). 

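The comparison of the 3 Dnmt3b-/- with the 3 WT embryos called 320 genes higher and 571 genes lower in Dnmt3b-/- embryos. An adjusted p below 0.05 alone was reached by 5395 genes, of which 2654 were higher and 2741 lower. All Dnmt3b-/- embryos lay beyond all WT embryos for 313 of the 320 higher genes and 568 of the 571 lower genes. This was the case for 51.8% of all tested genes, where chance gives 10%. Of the genes listed in Additional file 5, 287 of the paper's 306 upregulated genes and 473 of its 528 downregulated genes were among these calls, and 0 were called in the opposite direction. With each embryo left out in turn, 242 to 381 genes were higher and 391 to 774 were lower. The lower genes were rich in GC, with a median exonic GC content of 57.6% against 45.2% for the higher genes and 50.2% for all tested genes. With a smooth trend on exonic GC content and length removed from each library, an alternative chosen after seeing the data, 302 genes were higher and 148 lower, among them 194 of the genes called higher and 132 of those called lower without the correction. With scaling to total counts, which moved the median log2 fold change of all tested genes from -0.029 to -0.106, 246 genes were higher and 710 lower, and the share of lower genes among the calls was 74.3% in place of 64.1%. 

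At fold changes above 5, 71 called genes were higher and 28 were lower, and 17 of the 20 called genes with the largest fitted change were higher. The number of lower genes was not stable. With each embryo left out in turn, 63 to 86 genes were higher and 23 to 80 were lower at this fold change. Without Dnmt3b-/- embryo 1, 65 were higher and 80 were lower, and 7 of the 20 largest changes were increases. With no filter, 87 genes were higher and 62 lower. The 10 called genes with the largest fitted increase and no overlap between the genotypes were Rpl10l, Hist1h2ba, Sohlh2, Hormad1, AU022751, Sycp1, Mageb4, Taf7l, Tex12 and Tuba3b. Apart from Sycp1, these genes lay at or under the limit of 3 counts in all WT embryos, so that only a lower bound can be given. The highest bounds were at least 191-fold for AU022751 (chromosome X, 6081218 to 6083420) and at least 172-fold for Hormad1 (chromosome 3, 95559677 to 95587863), which rose from 1.1 ± 1.0 to 486 ± 76 normalized counts (SD, n = 3 each). Tuba3b shares sequence with Tuba3a, and the counting could have split their reads. The corresponding 10 genes with the largest decrease were Mir6236, Slc52a3, Lars2, Otog, Psd, Snora70, D7Ertd143e, Scarna10, Nlrc4 and Snora78. Among them, Slc52a3 (chromosome 2, 151996511 to 152009258) was at least 10.9-fold lower, a bound that falls to at least 5.36-fold without WT embryo 2. For Mir6236 the bound of at least 18.2-fold falls to at least 1.96-fold without this embryo, and for Psd and Otog the bounds were at least 7.84-fold and at least 5.97-fold. The decrease of Lars2 also rested on WT embryo 2, without which its log2 fold change was -0.80 in place of -6.24. In the fits that left out an embryo, Lars2 was called in 3 of 6, Mir6236 and Nlrc4 in 2 of the 5 in which they passed the filter, and D7Ertd143e in 2 of 4. Without WT embryo 2, Mir6236, Slc52a3, Otog, D7Ertd143e and Nlrc4 did not pass the filter. All 10 genes with the largest increase were called in every such fit in which they passed the filter.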

We identified 306 upregulated and 528 downregulated genes in *Dnmt3b*-*/*- compared with WT embryos, but genes with the highest fold change are mostly upregulated (Figure 6A; Additional file 5). The reduction of promoter CGI methylation in *Dnmt3b*-*/*- embryos strongly correlates with gene upregulation (Figure 6B), which leads to the ectopic activation of many full length germline transcripts that constitute 81% of the genes upregulated more than five-fold in *Dnmt3b*-*/*- embryos (Figure 6C; Figure S8A,B in Additional file 1). 

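Additional file 3 lists 48 genes whose promoter CGI loses more than 50% methylation in Dnmt3b-/- embryos, and 28 of them had enough counts to be tested. Their median log2 fold change in Dnmt3b-/- over WT embryos was 3.16, with quartiles at 1.46 and 5.82. Of the 28 genes, 26 had a positive fold change, 21 were higher in all Dnmt3b-/- embryos than in all WT embryos, and 20 were called higher. As a set they were higher with an adjusted p of 6.33e-33 (camera with an inter-gene correlation of 0.01, adjusted over the 4 methylation sets), and the call held under fry (adjusted p = 3.14e-05) and under camera with an estimated correlation (adjusted p = 0.00225). For 6 of the genes the fold change is a lower bound, and the median with these genes at their bound was also 3.16. At an adjusted p below 0.05, 20 genes were higher and 0 lower over all genes tested, and 20 were higher and 1 lower when adjusted over the list alone. Leaving out each embryo in turn gave medians from 2.86 to 4.37. A gene silent in WT embryos passes the filter only if it rises in Dnmt3b-/- embryos. With no filter, the median of 43 genes was 2.585 (adjusted p = 3.29e-28 by camera). The alternative that moved the median most took the genes with a DNMT3B-dependent region of Additional file 4 within 1000 bp of a TSS, where the median of 112 genes was -0.006. This set was still called as higher by camera (adjusted p = 0.00154), with 26 genes called higher and 3 lower.

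Of the 71 genes more than 5-fold higher, 26 are marked as germline genes in Additional file 3, a share of 36.6%. The additional file covers genes with a methylated promoter CGI, so that a gene without the mark can still be a germline gene, and the germline list behind the share in the paper was not at hand. Over all tested genes 49 carry this mark (two-sided Fisher's exact test, p = 8.6e-50). A further 4 of the 71, Brdt, Syce1, Piwil2 and Mov10l1, are germline genes named in the text of the paper, which makes 30. For 19 of the 71 genes the fitted fold change rests on WT counts at or under the limit. With shrunken DESeq2 fold changes, 36 genes were more than 5-fold higher and the marked share was 55.6%.

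Mael (chromosome 1, 166201385 to 166238744, minus strand) rose from 4.8 ± 4.2 to 554 ± 127 normalized counts (SD, n = 3 each), a log2 fold change of 6.73 (standard error 0.53, adjusted p = 0.000412 from the quasi-likelihood test of edgeR). Sycp1 (chromosome 3, 102818499 to 102936100) rose from 3.9 ± 2.1 to 817 ± 172 normalized counts. The log2 fold change was 7.74 for Sycp1, 5.52 for Slc25a31, 5.35 for Sycp2 and 2.58 for Dmrtb1, with adjusted p-values of 0.000148, 0.000491, 0.000148 and 0.0176 from the same test. Dmrtb1 passed the filter in 4 of the 6 fits that left out an embryo and was called in 2 of them. Rpl10l had 0 counts in the WT embryos and was at least 34.4-fold higher. For all 6 genes the Dnmt3b-/- embryos lay above the WT embryos. The gamete chromatin, meiosis and piRNA genes named in the paper number 26, of which 22 were tested, with a median log2 fold change of 3.94. Of these, 16 were higher at an adjusted p below 0.05, over all genes as well as adjusted over the list alone. The others were Sycp3, Msh4, Piwil1, Piwil4, Tdrd9 and Tdrd12, whose log2 fold changes ranged from -0.55 to 1.37. H1fnt, H2afy3, Spo11 and Syce3 had a mean below 10 counts and were not tested, so that the median leaves them out. A list of primordial germ cell genes written before the data were examined had a median log2 fold change of 0.13 over 8 tested genes (adjusted p = 0.598 by camera over 12 lists). All 8 have a WT mean of at least 10 counts, which would hide a small share of additional germ cells. The list therefore does not decide whether more germ cells raised the germline genes.

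**Figure D1:**
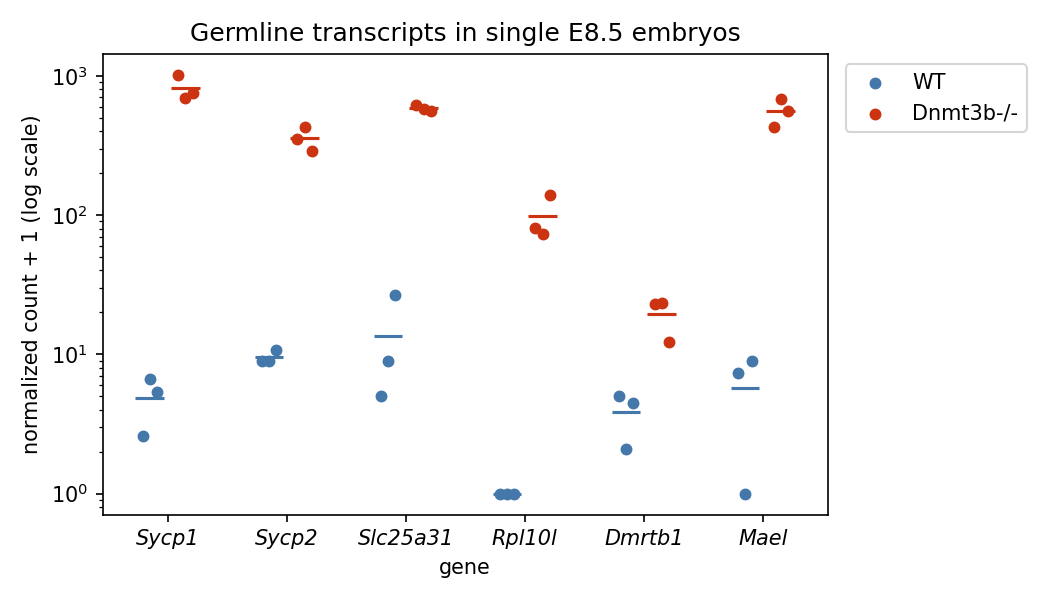
Normalized counts plus 1 (vertical log axis) of 6 germline transcripts (horizontal axis) in single E8.5 embryos, with 3 WT embryos in blue and 3 Dnmt3b-/- embryos in red. Points are embryos and horizontal bars are means. For each of the 6 genes the Dnmt3b-/- embryos lie above the WT embryos, and Rpl10l is at 0 counts in all WT embryos.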

The only other genes strongly upregulated in *Dnm3b*-*/*- embryos are genes of the *Rhox* cluster (*Gm9*, *Rhox4g*, *Rhox4e*, *Rhox9*) [14] and members of a family of X-linked imprinted genes (*Xlr3a/b/c*, *Xlr4a/b/c*) (Figure S8A in Additional file 1; Additional file 5). Thus, DNMT3B represses a small number of genes mainly associated with germline function. 

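The 4 Rhox genes lie on chromosome X of mm10 between 37208502 (start of Gm9) and 37901770 (end of Rhox9), and the 6 Xlr genes between 73074343 (start of Xlr4a) and 73265576 (end of Xlr3c). All 10 genes were higher in all 3 Dnmt3b-/- embryos than in all 3 WT embryos, and their median log2 fold change was 2.93. Gm9 and Rhox4g lay at or under the limit of 3 counts in all WT embryos and were at least 28.8-fold and at least 40.3-fold higher. Rhox4e rose from 5.7 ± 1.5 to 148 ± 49 normalized counts (SD, n = 3 each), a log2 fold change of 4.70 (standard error 0.44, adjusted p = 0.000506 from the quasi-likelihood test of edgeR). Rhox9 had a log2 fold change of 3.13 (standard error 0.94, adjusted p = 0.0317), and its adjusted p stayed below 0.05 in 2 of the 6 fits that each left out an embryo. The size of this change rests on WT embryo 3, which held 11 raw counts against 1 and 0 in the other WT embryos. Without it the log2 fold change was 5.80, and over all 6 fits it ranged from 2.63 to 5.80. The log2 fold changes of the Xlr genes ranged from 1.74 for Xlr3b to 4.11 for Xlr3c. For Xlr3b the normalized count rose from 198.9 ± 4.8 to 666 ± 141, and for Xlr3c from 6.9 ± 2.9 to 119.8 ± 20.8 (SD, n = 3 each). The adjusted p of each Xlr gene stayed below 0.05 in all 6 of these fits. All 4 Rhox genes and all 6 Xlr genes had an adjusted p below 0.05, over all genes tested as well as adjusted over the list alone. The genes of each family are close copies, and the counting could have split their reads.

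Among the 71 genes more than 5-fold higher, 10 are Rhox or Xlr genes without the germline mark of Additional file 3, which Rhox9 carries. The 71 genes further held 35 genes of neither family and without this mark, 4 of which are the germline genes named only in the text. How many of the other 31 have germline functions was not tested. From the germline, Rhox and Xlr transcripts, the paper concludes that the genes repressed by DNMT3B are few and have mainly germline functions.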

We validated the potent upregulation of germline genes by RT-qPCR in E8.5 *Dnmt3b*-*/*- embryos as well as limbs from E11.5 *Dnmt3b*-*/*- embryos (Figure 6D; Figure S8C in Additional file 1), demonstrating that CGI methylation establishes long-term silencing of germline promoters throughout development. 

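Additional file 3 holds 50 autosomal genes whose promoter had 15 to 60% methylation in WT E8.5 embryos, the range that defines pmCGIs, and 28 of them were tested. Their median log2 fold change in Dnmt3b-/- over WT embryos was 0.12, with quartiles at -0.37 and 1.58. The fold change was positive for 16 genes and negative for 12, and 10 genes were called higher and 1 lower. The set was higher with an adjusted p of 0.00793 by camera and 0.00328 by fry, but not by camera with an estimated correlation (adjusted p = 0.0771). At an adjusted p below 0.05, 11 genes were higher and 1 lower, over all genes tested as well as adjusted over the list alone. With limma in place of edgeR, the median was 0.069 and camera no longer called the set (adjusted p = 0.0657, in a range from 0.00069 to 0.08 over all alternatives tested with camera). Without Dnmt3b-/- embryo 3 the median was -0.056, and without WT embryo 2 it was -0.013, while camera still called the set as higher (adjusted p = 0.00784 and 0.0101). Without Dnmt3b-/- embryo 2 it was 0.438, the highest value with an embryo left out. With no filter, the median of 43 genes was 0.021 (adjusted p = 0.032 by camera). With GC content and length corrected, an alternative chosen after seeing the data, the median was 0.298 (adjusted p = 0.00069 by camera).

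Among the germline genes with a pmCGI promoter, Smc1b (chromosome 15, 85064689 to 85131957) rose from 37.2 ± 6.4 to 164 ± 82 normalized counts (SD, n = 3 each), a log2 fold change of 2.14 (standard error 0.39, adjusted p = 0.00423 from the quasi-likelihood test of edgeR). Papolb (chromosome 5, 142527740 to 142530076) rose from 25.8 ± 10.8 to 116.4 ± 35.3 normalized counts, a log2 fold change of 2.19 (standard error 0.42, adjusted p = 0.00514 by edgeR). Rbm46 did not differ beyond the spread between embryos, with 37.1 ± 7.9 normalized counts in WT and 39.2 ± 18.8 in Dnmt3b-/- embryos and an adjusted p of 0.914. Boll, Mei1 and Rbmxl2 had a mean below 10 counts and were not tested. The largest increases of the set were those of Dazl (log2 fold change 4.44) and Ddx4 (3.19).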

Interestingly, the absence of partial methylation at pmCGI promoters is also associated with a minor increase of transcript abundance in *Dnmt3b*-*/*- embryos (Figure 6B), which was verified by RT-qPCR at three germline pmCGI genes (Figure S8C in Additional file 1). Thus, partial promoter methylation has a small contribution to promoter silencing at some genes. Consistent with a contribution of DNA methylation to the silencing of pluripotency genes in development [19], reduced promoter methylation is associated with a modest increase in transcript abundance of several pluripotency genes in *Dnmt3b*-*/*- embryos, in particular *Dppa3/Stella* and *Dppa4* (Figure S8D in Additional file 1). 

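Dppa4 (chromosome 16 of mm10, 48283735 to 48294292) rose from 5.8 ± 5.1 normalized counts in WT embryos to 41.2 ± 4.3 in Dnmt3b-/- embryos (SD, n = 3 each), a log2 fold change of 2.87 (standard error 0.66, adjusted p = 0.0110 from the quasi-likelihood test of edgeR). Its fold change stayed between 2.38 and 3.75 on the log2 scale, with an adjusted p below 0.05, in the 6 fits that each left out an embryo. Dppa3 (chromosome 6, 122626424 to 122630271) had 15.6 ± 8.0 normalized counts in WT and 75.8 ± 83.8 in Dnmt3b-/- embryos, a log2 fold change of 2.29 (standard error 0.84) that did not pass the adjustment over all genes (adjusted p = 0.0637, same test). The raw counts of Dppa3 were 34, 18 and 152 in Dnmt3b-/- embryos 1, 2 and 3 and 9, 20 and 19 in the WT embryos. Without Dnmt3b-/- embryo 3 its log2 fold change was 0.86 (adjusted p = 0.315), and with DESeq2 in place of edgeR it was called (adjusted p = 0.0137, in a range from 0.0137 to 0.315 over the alternatives). Both genes had an adjusted p below 0.05 when adjusted over the list alone, against 1 of the 2 over all genes tested. A list of 12 other genes with a role in pluripotency, among them Pou5f1, Nanog, Sox2 and Klf4, did not move as a set (median log2 fold change -0.47, adjusted p = 0.581 by camera over 12 lists). In this list 0 genes were higher and 1 was lower when adjusted over the list alone, and 0 were higher and 2 lower over all genes tested.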

Finally, we investigated the influence of intragenic CGI methylation on transcript abundance. 

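Additional file 4 lists 1759 regions that lose methylation in Dnmt3b-/- embryos, of which 123 have the base content of a CGI (GC above 55% and an observed to expected CpG ratio above 0.65). Regions more than 1000 bp from a TSS were assigned to an exon or, where they overlap no exon, to an intron. Of the genes with such an exon region, 464 were tested. Their median log2 fold change in Dnmt3b-/- over WT embryos was -0.35, with 341 genes lower and 123 higher, and 36 genes were called lower and 6 higher. As a set they were lower with an adjusted p of 9.46e-07 by camera and 0.00142 by fry, but not by camera with an estimated correlation (adjusted p = 0.0771). At an adjusted p below 0.05 without a fold change threshold, 166 genes were lower and 30 higher over all genes tested, and 175 were lower and 32 higher when adjusted over the list alone. With each embryo left out in turn, the median stayed between -0.37 and -0.32. The 40 genes whose exon region has the base content of a CGI had a median of -0.32 (adjusted p = 0.00291). Among all 464 genes, the 5 with the largest decrease were Lingo3, Mapk8ip2, Cabp1, Rltpr and Tmem79, of which Cabp1 and Rltpr had an adjusted p above 0.05 and Lingo3 kept one below it in 2 of the 6 fits that each left out an embryo. Mapk8ip2 (chromosome 15, 89453911 to 89462447) fell from 291.9 ± 42.2 to 67.3 ± 29.5 normalized counts (SD, n = 3 each), a log2 fold change of -2.12 (standard error 0.35, adjusted p = 0.00277 from the quasi-likelihood test of edgeR), which was -1.51 after a correction for GC content.

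The tested genes with an exon region have a median exonic GC content of 55.5%, against 50.2% for all tested genes. With a smooth trend on exonic GC content and length removed from each library, a correction chosen after seeing the data, the median of the exon genes was -0.013 (adjusted p = 0.999 by camera). Against 10000 random lists matched on expression, GC content and length, the median of the exon genes lay at percentile 8.91. The 161 tested genes with an intron region had a median of 0.004 (adjusted p = 0.736), with 81 positive and 80 negative fold changes. Whether the exon and intron genes differ from each other was not tested.

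**Figure D2:**
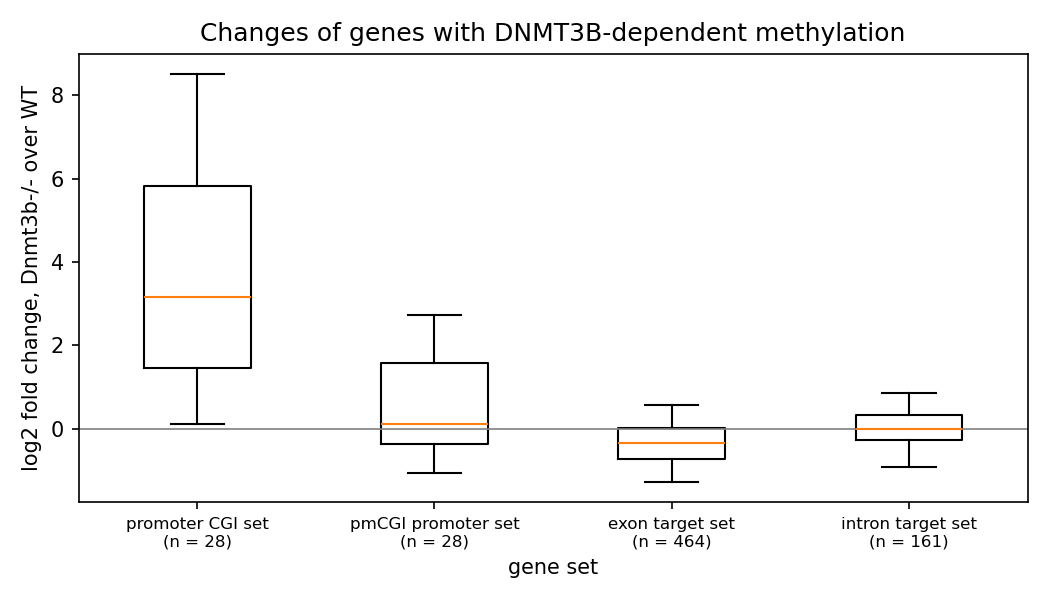
Log2 fold change in Dnmt3b-/- over WT embryos (vertical axis) for the tested genes of the 4 methylation sets (horizontal axis), without correction for GC content. Boxes span the quartiles, the line is the median and whiskers reach from the 5th to the 95th percentile. The medians are 3.16 for promoter CGIs, 0.12 for pmCGI promoters, -0.35 for exon regions and 0.004 for intron regions.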

Interestingly, RNA-Seq indicates that genes with reduced CGI methylation over an exon are significantly downregulated in *Dnmt3b*-*/*- embryos (Figure 6B), consistent with a role of intragenic CGI methylation in influencing the expression of the surrounding gene [20]. Overall, this shows that DNMT3B-dependent CGI methylation has a repressive function at promoters and a putative positive influence on transcript abundance in the body of genes.

**Figure 6:**
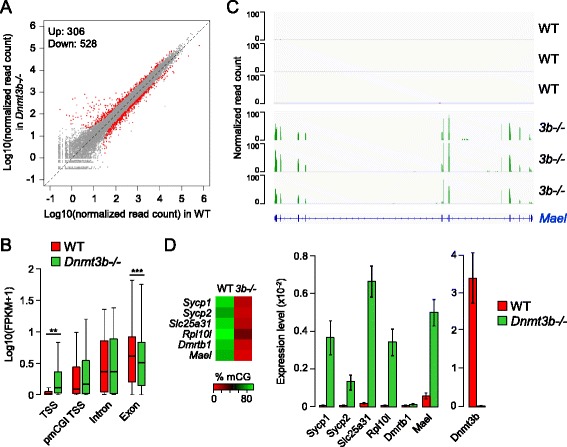
**Transcriptome of** ***Dnmt3b***-*/*- **embryos. (A)** Scatter plot of normalized read counts per gene (average of three replicates) calculated by DESeq2 in WT and *Dnmt3b*-*/*- E8.5 embryos. The red dots represent the genes called differentially expressed with a false discovery rate-adjusted *P*-value <0.05 and fold change >2. The numbers of genes upregulated and downregulated are indicated. **(B)** Consequences of reduced CGI methylation on gene expression. The boxplot shows Fragments Per Kilobase of exon per Million fragments mapped (FPKM) scores for genes with reduced methylation (>50% decrease of methylation in *Dnmt3b*-*/*- compared with WT embryos) of a CGI covering a TSS, exon or intron, as well as genes with a pmCGI in the TSS. **P < 0.01, ***P < 0.001 (Wilcoxon test). **(C)** RNA-Seq read coverage at the germline-specific gene *Mael* in three WT and *Dnmt3b*-*/*- embryos. **(D)** RT-qPCR validation of the upregulation of germline genes in *Dnmt3b*-*/*- E8.5 embryos. The heatmap on the left depicts the extent of TSS CGI hypomethylation in *Dnmt3b*-*/*- embryos. Gene expression is depicted in the bar graphs as a ratio relative to the expression of two housekeeping genes (*Actb* and *Rpl13a*). The error bars represent mean deviations from measurements in independent embryos (n = 3). As a control we show the expression of *Dnmt3b* measured with primers that amplify within the Cre-deleted catalytic exons.

### DNMT3 knockouts distinguish germline from somatic imprinted differentially methylated regions

It has been suggested that the DNMT3 enzymes participate in the maintenance of DNA methylation in mammalian cells [21]. To ask if DNMT3A/B contribute to the maintenance of DNA methylation imprints, we monitored methylation at 17 imprinted gDMRs and found no signs of hypomethylation in *Dnmt3a*-*/*- or *Dnmt3b*-*/*- embryos (Figure 7A; Figure S9A in Additional file 1). This agrees with previous results obtained at the *Igf2r* gDMR [14] and two paternal gDMRs [22], and indicates that the individual DNMT3 enzymes are dispensable for the maintenance of methylation imprints *in vivo*. The possibility remains that DNMT3A/B are redundant for the maintenance of DNA methylation, which needs to be tested in double mutants. In contrast to gDMRs, secondary somatic DMRs (sDMRs) acquire allele-specific DNA methylation after implantation. We profiled DNA methylation at several known sDMRs and observed that, in accordance with published data [23,24], they acquire methylation with variable kinetics in development (Figure 7B). Interestingly, these sDMRs all acquire methylation in a DNMT3B-dependent manner (Figure 7B). Accordingly, this is associated with a less than two-fold increase of some of these imprinted transcripts (*H19*, *Meg3*, *Cdkn1c*, *Mkrn3*) in *Dnmt3b*-*/*- embryos (Figure S8E in Additional file 1). 

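Of the 5 imprinted transcripts with an sDMR named in the paper, 4 were higher in all 3 Dnmt3b-/- embryos than in all 3 WT embryos, each by less than 1 on the log2 scale. H19 (chromosome 7 of mm10, 142575530 to 142578146) rose from 170341 ± 7781 to 247803 ± 27459 normalized counts (SD, n = 3 each), a log2 fold change of 0.54 (standard error 0.09, adjusted p = 0.00269 from the quasi-likelihood test of edgeR). Meg3 (chromosome 12, 109540996 to 109571729) rose from 3519 ± 420 to 5585 ± 1062, a log2 fold change of 0.67 (standard error 0.14, adjusted p = 0.00832). Cdkn1c (chromosome 7, 143458339 to 143461059) rose from 7477 ± 417 to 13379 ± 3484, a log2 fold change of 0.84 (standard error 0.16, adjusted p = 0.00546). Mkrn3 (chromosome 7, 62417593 to 62420153) rose from 219.1 ± 32.0 to 381.9 ± 65.6, a log2 fold change of 0.80 (standard error 0.20, adjusted p = 0.0148). The adjusted p of H19, Meg3 and Cdkn1c stayed below 0.05 in all 6 fits that each left out an embryo, and that of Mkrn3 in 4 of them. Slc22a18 (chromosome 7, 143473726 to 143499334) did not differ beyond the spread between embryos, with 54.5 ± 21.1 normalized counts in WT and 32.5 ± 26.3 in Dnmt3b-/- embryos (log2 fold change -0.73, adjusted p = 0.387). The same 4 genes had an adjusted p below 0.05 over all genes tested and adjusted over the list alone. The 5 transcripts as a set were higher with an adjusted p of 0.0410 by camera and 0.0324 by fry, but not by camera with an estimated correlation (adjusted p = 0.327).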

We then reasoned that our data can serve to accurately distinguish gDMRs from sDMRs: gDMRs are stable throughout embryogenesis and unaffected in *Dnmt3* mutants, whereas sDMRs gain DNMT3B-dependent methylation after implantation. Using these criteria, we reassessed the known gDMRs and confirmed that they inherit stable gametic methylation except for the *Exon1A* gDMR at the *Gnas* locus. The *Gnas* locus is unusual as previous studies identified two gDMRs in the *GnasXL* promoter and *Exon1A* (Figure 7C) [25,26]. We now reveal that the *Exon1A* DMR is a sDMR: it inefficiently maintains maternal methylation in blastocysts and undergoes DNMT3B-dependent *de novo* methylation after implantation (Figure 7C; Figure S9B in Additional file 1). This suggests a revised model of imprinting at the *Gnas* locus under the control of only one gDMR.

**Figure 7:**
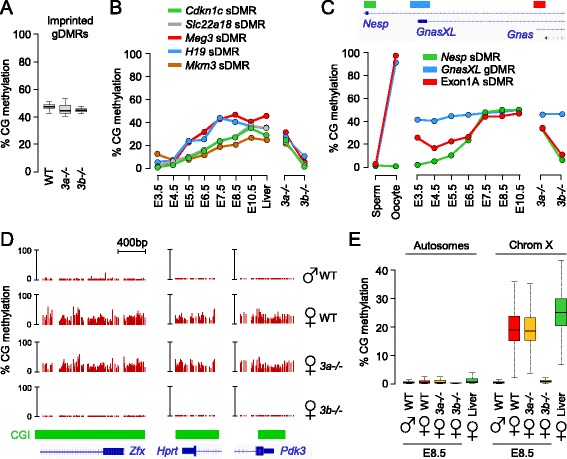
**Role of DNMT3B at imprinted differentially methylated regions and X-linked CpG islands in embryos. (A)** Box-plot representing the methylation of 17 imprinted germline DMRs in WT, *Dnmt3a*-*/*- and *Dnmt3b*-*/*- E8.5 embryos. **(B)** Dynamics of methylation throughout development and in *Dnmt3* knockout E8.5 embryos at somatic DMRs: *Cdkn1c* (chr7:143,459,734-143,460,383), *Slc22a18* (chr7:143,465,018-143,465,543), *Meg3* (chr12:109,540,809-109,541,073), *H19* (chr7:142,578,145-142,578,462) and *Mkrn3* (chr7:62,419,498-62,420,497). **(C)** Dynamics of methylation throughout development and in *Dnmt3* knockout E8.5 embryos at the three DMRs of the *Gnas* locus. The genomic organization of the locus and the position of the DMRs are shown on top of the graph. The detailed RRBS profiles are shown in Figure S9B in Additional file 1. **(D)** Examples of RRBS profiles at CGI promoters of three X-inactivated genes in female WT and *Dnmt3*-mutant embryos at the E8.5 stage. **(E)** Box plots of the global distribution of CGI methylation in autosomes (left) and on the X chromosome (right) in WT E8.5 embryos, female *Dnmt3*-mutant embryos and female adult liver.

### DNMT3B methylates CpG islands on the inactive X chromosome in females

CGIs gain DNA methylation on the inactive copy of the X chromosome in female XX embryos to stabilize X-inactivation. To explore the role of DNMT3 enzymes in X-linked CGI methylation, we examined RRBS methylomes in female embryos. A visual inspection at promoters of X-inactivated genes shows that they acquire partial CGI methylation in female but not male E8.5 embryos (Figure 7D). We investigated this in a systematic way and found that all the CGIs on the X chromosome show a concordant gain of methylation in female embryos (Figure 7E). The methylation in female E8.5 embryos is only slightly lower than the one observed in a female adult liver (Figure 7E), indicating that most of the X-linked CGI methylation is already established in early post-implantation embryos. In accordance with human data [27], we found that X-linked CGI methylation is not restricted to promoters but occurs at all CGIs in promoters, gene bodies and intergenic regions (Figure S10A in Additional file 1). In contrast, CGI methylation is not found at some of the genes known to escape X-inactivation in the mouse (Figure S10B in Additional file 1). Out of 13 described escapee genes in the mouse [28], 10 have their promoter covered in our dataset and 5 show no signs of promoter methylation (Figure S10C in Additional file 1). The other five genes might be mis-annotated escapees or could have alternative promoters. We then investigated the contribution of DNMT3 enzymes to X-linked methylation by examining RRBS methylomes generated in *Dnmt3a*-*/*- and *Dnmt3b*-*/*- female E8.5 embryos. Strikingly, X-linked CGI methylation is unaffected in *Dnmt3a*-*/*- embryos but completely absent in *Dnmt3b*-*/*- embryos (Figure 7D,E). DNMT3B methylates all the CGIs of the inactive X chromosome in promoters but also intragenic and intergenic regions (Figure S10A in Additional file 1). These data extend results obtained on candidate X-linked CGIs [29,30] and demonstrate that DNMT3B catalyzes methylation of all CGIs on the inactive X chromosome in female embryos.

## Discussion

Using quantitative profiling of cytosine methylation at single-base resolution, we determined the kinetics of DNA methylation and the specificity of the *de novo* DNMT3 enzymes in mouse embryos *in vivo*. This extends previous findings on the dynamics of DNA methylation in mouse embryogenesis [4-8]. Our data provide a useful resource for investigating the inheritance and reprogramming of DNA methylation in embryos, notably by accurately distinguishing gDMRs from sDMRs at imprinted loci. We reassessed all the known gDMRs at imprinted loci and confirmed that they inherit gametic DNA methylation with no contribution of *de novo* methylation after fertilization. The exception is the *Exon1A* DMR at the *Gnas* locus, which was previously identified as a gDMR that maintains maternal methylation in blastocysts and post-implantation embryos [25]. Another gDMR was described in the *GnasXL* promoter, which made the *Gnas* locus an unusual case of imprinted loci with two gDMRs. We now reveal that the *Exon1A* DMR is only partially resistant to methylation reprogramming in blastocysts and gains DNMT3B-dependent methylation after implantation, which classifies it as a sDMR. This suggests a revised model of imprinting at the *Gnas* locus under the control of only one gDMR covering the *GnasXL* promoter, which then controls the establishment of the sDMRs *in cis*. In accordance with this model, the deletion of the *GnasXL* DMR influences methylation of the *Exon1A* DMR in embryos, whereas the opposite is not true [26,31,32].

We show that the embryo acquires global DNA methylation within a short period of time between 4.5 and 6.5 days *post coitum* in epiblast cells. This is faster than when it is recapitulated *in vitro* in embryonic stem (ES) cells switched from 2i to serum conditions. In this case, bisulfite sequencing profiling revealed that global methylation is completed only 5 to 7 days after adapting ES cells from 2i to serum [33]. These differences could be due to different levels of expression of the DNMTs. One important question is whether *de novo* methylation occurs by default or is triggered by pre-existing factors to specific sites in the genome. Our kinetic study supports the default model of methylation because (1) methylation increases with similar kinetics throughout the genome, and (2) methylation increases rapidly as soon as DNMT3 genes are upregulated in early epiblast cells. As we studied whole populations of cells, however, we cannot exclude the existence of cell-to-cell heterogeneity in the kinetics of acquisition. This hints at a random mechanism of deposition of methylation rather than initiation and spreading from defined methylation centers, as has also been observed in ES cells switched from 2i to serum [33]. This model is consistent with studies showing that DNMT3 enzymes are recruited by default to chromatin via their PWWP domain [34-36].

Our results highlight the distinct regulation of DNA methylation at CGIs compared with the bulk genome: CGIs are mostly resistant to methylation at implantation, acquire delayed methylation in late epiblast cells, and frequently acquire partial methylation. Only 5% (713/14,085) of the annotated UCSC CGIs gain more than 50% methylation in the post-implantation embryo. The rarity of methylation at CGIs suggests that they are intrinsically protected from default methylation at the time of implantation. This could be mediated by proteins with CXXC domains that recognize stretches of CpG-rich DNA and could impose a chromatin structure that makes DNA refractory to methylation. The methylation-free state of CGIs could also be related to their activity as platforms for the binding of transcription factors. In line with this idea, mutations in transcription factor binding sites can relieve the protection from methylation at CGIs [37,38]. This model would predict that all CGIs are transcriptionally active or at least bound by the transcription machinery in embryos at the time of *de novo* methylation. An alternative possibility is that CGIs are ‘methylatable’ but that methylation is constantly removed via demethylation. The maintenance of the hypomethylated state of CGIs by demethylation could involve the action of TDG (thymine DNA glycosylase) or TET (ten-eleven translocation) proteins. Indeed, the inactivation of TDG in the mouse or the combined deficiency of TET1/2/3 in mouse ES cells leads to the hypermethylation of some CGIs and impairs developmental potential [39-41]. In this context, the methylation of a subset of CGIs probably requires specific molecular pathways necessary to override the intrinsic resistance to methylation before allowing the deposition of DNA methylation. This would explain that CGI methylation is delayed compared with the bulk genome and can be partial due to inefficient targeting. To date very little is known about these molecular mechanisms that recruit DNA methylation to a subset of CGIs. Existing evidence indicates that it could involve non-coding RNAs [42] or DNA-binding repressors such as E2F6 [43].

Interestingly, intragenic and intergenic CGIs are much more prone to developmental DNA methylation than in the TSS. This was observed previously in differentiated lineages and suggests important roles for intragenic methylation in gene regulation [16,44,45]. In line with this idea, we show that intragenic CGI methylation is recruited to genes with important developmental functions in embryonic morphogenesis, signaling pathways and transcription regulation. In addition, our RNA-Seq data show that reduced intragenic CGI methylation in *Dnmt3b*-*/*- embryos is associated with small changes in transcript abundance of the surrounding genes, suggesting that intragenic CGI methylation plays a role in the fine tuning of expression of developmental genes in the embryo. A positive correlation between intragenic DNA methylation and gene expression has been documented previously in normal and malignant mammalian cells (reviewed in [20]). Functionally, it can be speculated that intragenic methylation facilitates the transcription elongation or influences the posttranscriptional processing of the surrounding mRNA. Another possibility is that DNA methylation regulates the activity of alternative intragenic CGI promoters or promoters of regulatory non-coding RNAs. However, we found so far little evidence in the RNA-Seq data for activated transcription in the sense or antisense orientation at demethylated intragenic CGIs in *Dnmt3b*-*/*- embryos (data not shown). Hence additional investigations are needed to explore the possible functional impact of intragenic CGI methylation in gene regulation [20]. In the TSS, CGI methylation is extremely rare (less than 1% have more than 20% methylation) and occurs almost exclusively at the promoters of germline-specific genes. This remarkable specificity, together with the fact that germline genes are durably reactivated in methylation-deficient embryos and cultured cells as shown by us and others [11,46-48], indicates that the silencing of the germline program in soma is a major evolutionary function of DNA methylation in mammals.

Mammalian genomes encode two *de novo* methyltransferases (DNMT3A and DNMT3B) but their respective contribution to embryonic methylation remained poorly characterized. We generated methylomes in embryos with catalytically inactive mutants of *Dnmt3a* or *Dnmt3b* and found that, in agreement with data at candidate loci [7,10,14,29,43], DNMT3A and DNMT3B have both redundant and specific functions. First, we show that the inactivation of *Dnmt3a* or *Dnmt3b* induces a partial hypomethylation of the genome. The sum of the methylation in the knockout embryos is much higher than the methylation in WT embryos, indicating that the catalytic activities of both enzymes can compensate for each other and cooperate to methylate the genome. We note, however, that DNMT3B makes a greater contribution than DNMT3A, probably because of the higher expression of *Dnmt3b* compared with *Dnmt3a* in epiblasts as observed here by RT-qPCR (Figure 4A) and previously by immunostaining [10,49]. Their redundant function might have evolved to ensure robust and efficient methylation in embryos. Despite the global redundancy, DNMT3B also has a specific role in the methylation of many CGIs on autosomes and the inactive X chromosome that are dramatically hypomethylated in *Dnmt3b*-*/*- embryos. This highlights again that DNA methylation at CGIs is controlled by different molecular pathways compared with the bulk genome, which involve the preferential recruitment of DNMT3B. Our data contribute to explain the more severe phenotype of *Dnmt3b*-*/*- compared with *Dnmt3a*-*/*- mice [10]. DNMT3B makes a greater contribution to genome methylation and specifically methylates a set of CpG-dense sequences associated with developmental and imprinted genes, which leads to the deregulation of germline, pluripotency and imprinted genes and hundreds of other direct or indirect targets in *Dnmt3b*-deficient embryos. Which of these genes contribute the most to the embryonic lethality of *Dnmt3b*-*/*- animals remains to be investigated. The preferential role of DNMT3B at CGIs is compatible with data showing that mice or human ICF syndrome (immunodeficiency, centromeric instability, facial anomalies) patients with DNMT3B mutations have reduced methylation at CGIs on autosomes and the inactive X chromosome [43,50,51], suggesting a functional conservation of DNMT3B function between mice and humans. Our findings also shed new light on the possible molecular dysfunctions caused by the mutations of DNMT3B in the human ICF syndrome and might help to identify new epigenetically deregulated targets for diagnosis [52].

## Conclusions

We revealed the target specificities of the *de novo* methyltransferases DNMT3A and DNMT3B in mouse development *in vivo*. We show that they have redundant catalytic functions in global genome methylation at implantation, and that DNMT3B specifically methylates a defined set of CpG islands on autosomes and on the X chromosome. This indicates that DNMT3 enzymes evolved to play both redundant and specific functions in mammalian embryos. Further studies are required to elucidate the molecular mechanisms responsible for the recruitment of DNMT3B activity to CpG-dense regions, which might identify new pathways inducing abnormal CGI methylation in cancer.

## Materials and methods

### Biological samples

All embryos were obtained from naturally mated C57BL/6 mice. We designated the morning of the vaginal plug as E0.5 and performed all the dissections at the same hour of the day (1 pm). Blastocysts (E3.5 to E4.5) were collected by flushing the uteri with M2 medium. After implantation, we manually dissected individual embryos in M2 medium. At E5.5 to E7.5 we separated the epiblast from the extraembryonic tissues by manual dissection. We dissected whole embryos at E8.5 to E10.5, and dissected forelimb buds from E11.5 embryos. Sperm was isolated from the caput epididymis of adult CD-1 mice. We prepared genomic DNA by proteinase K digestion, phenol/chloroform extraction and precipitation with ethanol. To generate catalytically inactive mutants of *Dnmt3* genes, we crossed *Dnmt3a*-2lox [53] and *Dnmt3b*-2lox [54] mice (provided by the Massachusetts General Hospital, Boston, MA, USA) with a C57BL/6 ACTB-Cre deleter line [55] (provided by the Institut Clinique de la Souris, Illkirch, France). *Dnmt3* knockout embryos were then obtained by mating heterozygous males and females.

### Preparation of RRBS libraries

We prepared RRBS libraries from 100 pooled E3.5 blastocysts, 50 pooled E4.5 blastocysts, 25 pooled E5.5 epiblasts, 15 pooled E6.5 epiblasts, and 10 pooled E7.5 epiblasts. At E8.5, we prepared RRBS libraries from a pool of embryos as well as two individual WT, *Dnmt3a*-*/*- and *Dnmt3b*-*/*- embryos. At E10.5, we prepared RRBS libraries from pools of WT embryos. At E11.5 we prepared RRBS libraries from limbs of two WT and two *Dnmt3b*-*/*- embryos. RRBS libraries were prepared according to a published protocol [56] with modifications. Briefly, we digested 25 to 100 ng of genomic DNA for 5 h with *Msp*I (Thermo Scientific, Waltham, MA, USA) followed by end-repair, A-tailing (with Klenow fragment, Thermo Scientific) and ligation to paired-end methylated adapters (with T4 DNA ligase, Thermo Scientific) in Tango 1X buffer. We purified fragments in the range 150 to 400 bp (insert plus adapter size) by electrophoresis on a 3% (w/v) agarose 0.5X TBE gel with the MinElute gel extraction kit (Qiagen). We then performed two rounds of bisulfite conversion with the EpiTect kit (Qiagen) according to the manufacturer’s instructions. Final RRBS libraries were PCR amplified with PfUTurbo Cx hotstart DNA polymerase (Agilent, Santa Clara, CA, USA) and indexed PE Illumina primers using the following PCR conditions: 95°C for 2 minutes, 14 to 16 cycles (95°C for 30 s, 65°C for 30 s, 72°C for 45 s), 72°C for 7 minutes. The libraries were purified with AMPure magnetic beads (Beckman Coulter, Brea, CA, USA), quantified with a Qubit fluorometer (Life Technologies, Carlsbad, CA, USA) and verified by loading 10 ng of the library on a 4-20% Criterion precast polyacrylamide gel (Biorad, Hercules, CA, USA) stained with SYBR Green. The libraries were paired-end sequenced (2 × 75 bp) in multiplex on an Illumina HiSeq2000 by Integragen SA (Evry, France) to generate an average of 30 million pairs of reads per sample (Figure S1A in Additional file 1).

### Processing of RRBS sequencing reads

We performed quality control checks on sequencing reads with FastQC [57]. Reads were trimmed with Trim Galore (v0.2.1) [58] to remove adapter sequences and low-quality ends with a Phred score below 20. Trim Galore was run in --rrbs mode to remove two additional bases artificially introduced at the *Msp*I restriction sites. We aligned sequencing reads to the mouse mm10 genome with BSMAP (v2.74) [59] using the RRBS mode. For the mapping, we allowed a maximum of two mismatches and an insertion size for paired-end sequences of between 30 and 400 bp. We extracted methylation scores as the ratio of the number of Cs over the total number of Cs and Ts. We combined CpG methylation ratios from both strands and filtered for a minimum sequencing depth of 8×. We estimated the bisulfite conversion efficiency by calculating the C to T conversion at non-CpG sites, which was in most cases greater than 99.5% (Figure S1A in Additional file 1). Methylation scores were visualized with the IGV browser [60].

### RRBS data analysis

RefSeq genes, transposons and CGI annotations were retrieved from the UCSC mm10 annotation. We filtered transposons to have a minimum size of 200 bp. HCPs (high CpG promoters), ICPs (intermediate CpG promoters) and LCPs (low CpG promoters) were annotated as previously described [19]. The genomic coordinates of the imprinted DMRs were retrieved from the Wamidex imprinting database [61]. The genomic coordinates of canyons were retrieved from a published dataset [15]. For oocyte methylation, we retrieved a published RRBS dataset (GSE34864) [6] and averaged the methylation scores from all the oocyte replicates in the dataset. To annotate CGIs, we measured the distance between the middle of the CGI and the closest RefSeq TSS and overlapped CGIs with RefSeq exons and introns. We defined the CGI categories as follows: TSS, the CGI is less than 1,000 bp from a TSS; exon, the CGI is more than 1,000 bp from a TSS and overlaps at least 1 bp of an exon; intron, the CGI is more than 1,000 bp from a TSS and is entirely included in an intron; intergenic, the CGI does not meet any of the previous criteria. To follow the global dynamics at the genome level, we averaged methylation in 400 bp tiles containing at least three CpGs. To identify DNMT3B-dependent targets, we selected genomic tiles with a difference in methylation (WT minus *Dnmt3b*-*/*-) greater than 60%, and then merged overlapping tiles. To analyze methylation from single alleles, we mapped sequencing reads with Bismark [62], which returns mapping information on single reads. We then processed the Bismark output to extract methylation scores of individual sequenced molecules. We performed gene ontology analysis using the DAVID functional annotation tool [63]. All data processing and representation were performed with the R software using custom developed scripts.

### Custom CGI annotation

To generate our custom CGI annotation, we split the genome into 150 bp sliding windows with a 25 bp offset and selected windows with a GC percentage greater than 55% and a CpG ratio (observed/expected) greater than 0.65. We then merged the windows closer than 50 bp and selected the windows larger than 250 bp. To identify high-confidence custom promoter CGIs (Additional file 3), we used the same procedure with a minimal size of 225 bp, and then filtered the custom CGIs to be less than 800 bp from a RefSeq TSS.

### Bisulfite sequencing and cloning

Bisulfite conversion of genomic DNA was performed with the Epitect kit (Qiagen). We performed PCR amplification of converted DNA followed by cloning as described [7]. Cloned PCR products were sequenced, aligned with the BISMA software [64] and filtered to remove clonal biases. The sequences of the primers are provided in the Additional file 6.

### RNA-Seq

We prepared RNA-Seq libraries from three WT and *Dnmt3b*-*/*- littermate embryos collected at E8.5. We extracted total RNAs from the embryos with the RNeasy Protect Mini Kit (Qiagen) and verified the integrity of RNAs with a Bioanalyzer (Agilent Technologies). RNA-Seq libraries were prepared from 500 ng of total RNA by Integragen SA using ribosomal RNA depletion with the Ribo-Zero Gold kit (Epicentre, Madison, WI, USA) and the TruSeq Stranded Total RNA Sample preparation kit (Illumina), followed by paired-end sequencing (2 × 75bp) on an Illumina HiSeq2000. The total numbers of paired-end reads for each library are as follows: WT1, 73,493,661 pairs; WT2, 52,488,499 pairs; WT3, 64,138,495 pairs; KO1, 61,632,013 pairs; KO2, 55,357,040 pairs; KO3, 60,179,105 pairs. We performed quality control checks on sequencing reads with FastQC [57] and aligned reads to the mouse mm10 genome with TopHat2 (v2.0.12) [65]. For data visualization, we generated BigWig files of normalized read counts per base with bam2wig.py in the RSeQC package (v2.4) [66] using only reads that map uniquely in the genome. We calculated raw read counts in mouse RefSeq exons from the BAM files with HTseq-count (v0.6.0) [67] and used these counts to identify differentially expressed genes with DESeq2 (v1.4.5) [68]. Genes were called differentially expressed if the false discovery rate-adjusted *P*-value between WT and knockout was lower than 0.05 and the fold change greater than 2. Normalized counts and Fragments Per Kilobase of exon per Million fragments mapped (FPKM) scores were calculated with the ‘counts’ and ‘fpkm’ functions of DESeq2.

### RT-qPCR

RNAs were reverse transcribed with the Maxima first strand cDNA synthesis kit (Thermo Scientific) using a combination of oligo(dT) and random hexamer primers. RT-qPCR was performed with the Fast SYBR Green Master Mix (Life Technologies) on a StepOnePlus realtime PCR system (Life Technologies). We used fast PCR cycling conditions as follows: 95°C for 20 s, 40 cycles (95°C for 20 s, 64°C for 30 s), followed by a dissociation curve. We performed qPCR measurements in triplicate reactions and normalized to the expression of two housekeeping genes (*Rpl13a*, *Actb*). In parallel we systematically amplified no-RT controls to rule out the presence of contaminating genomic DNA. Primer sequences for qPCR are provided in Additional file 6.

### Data access

The RRBS and RNA-Seq data have been deposited at the NCBI Gene Expression Omnibus database [69] under accession number GSE60334.

## Additional files

Additional file 1: Figure S1. Features of RRBS methylomes in mouse embryos. **Figure S2.** Distribution and kinetics of DNA methylation at custom CpG islands. **Figure S3.** Kinetics of *de novo* methylation at CpG islands in embryos. **Figure S4.** Comparison of CpG island methylation with gene expression in embryos and adult tissues. **Figure S5.** Bisulfite cloning and sequencing of promoter pmCGIs in adult liver. **Figure S6.** Expression of *Dnmt* genes in WT and knockout embryos. **Figure S7.** Analysis of DNMT3B-specific targets in mouse embryos. **Figure S8.** Expression of germline, pluripotency and imprinted genes in *Dnmt3b*-*/*- embryos. **Figure S9.** RRBS methylation profiles at imprinted loci throughout development and in *Dnmt3* knockout embryos. **Figure S10.** CpG island methylation on the X chromosome and at genes that escape X-inactivation in female embryos. Additional file 2: Table S1. List of CpG island methylation scores. Additional file 3: Table S2. High confidence list of methylated promoter CpG islands. Additional file 4: Table S3. List of DNMT3B-dependent regions. Additional file 5: Table S4. Differentially expressed genes in *Dnmt3b* knockout E8.5 embryos. Additional file 6: Table S5. List of primer sequences.

## Abbreviations

CGI: CpG island
DMR: differentially methylated region
DNMT: DNA methyltransferase
E: embryonic day
ES: embryonic stem
gDMR: germline differentially methylated region
pmCGI: partially methylated CpG island
RRBS: reduced representation bisulfite sequencing
RT-qPCR: quantitative RT-PCR
sDMR: somatic differentially methylated region
TSS: transcription start site
WT: wild type

How the deposited data were processed for this re-analysis (not part of the article)

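Gene expression was measured by RNA-Seq in whole E8.5 mouse embryos, 3 WT and 3 Dnmt3b-/- littermates, with 1 library for each embryo and no pooling. The libraries were made from total RNA depleted of ribosomal RNA with a stranded kit and sequenced as read pairs of 75 bases. The authors aligned the reads to the mouse mm10 genome with TopHat2 and counted them in RefSeq exons with HTSeq-count, and the raw counts of 24065 genes were deposited without normalization. The authors also deposited a normalized signal for each embryo, which is the raw count divided by a size factor from DESeq2. The log2 fold change of Dnmt3b-/- over WT embryos in the authors' deposited table comes from DESeq2 as well. The adjusted p-value deposited by the authors is the false discovery rate-adjusted value of the same DESeq2 comparison. The RefSeq release and the strand setting of the counting are not given in the methods. The paper also used methylation libraries, which were not analysed here. The methylation values that define gene sets here are the paper's, from Additional files 3 and 4. Additional file 2 was held only in part, and no set was taken from it.

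The raw counts on genes summed to 58470286, 41489332 and 52791747 in WT embryos 1, 2 and 3 and to 47788062, 42424368 and 45037070 in Dnmt3b-/- embryos 1, 2 and 3. At these depths a limit of 3 counts equals 2.38 to 3.50 normalized counts, and a fold change against embryos that all lie at or under this limit was computed against it as a lower bound. The limit covers counting error only, since read pairs without molecular identifiers are not independent molecules. A lower depth in 1 embryo raises its limit, and genes near the limit are the least reliable.

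Counts were normalized with the TMM method and compared between the genotypes with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, for the 15114 genes with a mean of at least 10 counts over the 6 embryos. P-values were adjusted by the Benjamini-Hochberg method, and genes were called at an adjusted p below 0.05 and a fold change above 2. The design foresaw either counts or normalized values, and the test written for counts was used. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Gene sets were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, beside fry and camera with an estimated correlation. Figures and tables were made with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6. FPKM values were computed from the raw counts and the RefSeq exon length. Gene positions, exon lengths and GC content were taken from a RefSeq annotation of the mm10 assembly (GRCm38), in which 22608 genes were matched by their symbol and 1277 by an older symbol, 99.3% of the table.

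The genes named in the text follow a rule written before the data were examined. They are every gene that the paper names in the parts on expression, pmCGIs and imprinted transcripts, and the 10 called genes with the largest increase and the 10 with the largest decrease among those without overlap between the genotypes. Of the methylation sets the 5 members with the largest change in the direction stated by the paper could be named, and of each list written by hand its median and its most abundant members. Rn45s, Rmrp, Rpph1, Scarna2, Scarna10, Lefty2, Lars2, Mir1928, Mir7-1, Rec114, Trim52 and Zfp457 were singled out after their values were seen, although Scarna10 and Lars2 also fall under the rule. The most abundant members were named for the lists of extraembryonic endoderm and primordial germ cell genes only. The lists written by hand cover pluripotency, erythroid, extraembryonic endoderm, trophoblast and decidua, primordial germ cell, posterior Hox, somite and muscle, other imprinted genes, Xist and Tsix, and genes of the Y chromosome. Lists with at least 5 tested genes were tested, which left 12 lists together with those taken from the paper.

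The alternatives set before the data were examined were no filter and a mean of at least 50 counts, the authors' size factors and total counts as scaling, limma with and without trend and with pseudocounts of 0.1 and 5 in place of 1, DESeq2 1.42.0 with and without shrunken fold changes, a replicate block, each embryo left out in turn, other thresholds, and other definitions of the gene sets. The log2 FPKM alternative foreseen for deposited FPKM values was not run, since the values analysed are counts. A correction for GC content and length and a covariate for the Xist level were added after seeing the data. The correction removed from each library a natural spline with 5 degrees of freedom each on exonic GC content and log2 exonic length. The fits were tested on simulated data with 200 changed genes among 15113 tested genes, where edgeR recovered 98.5% of the changed genes and called 0 genes outside those that had been changed or belonged to a simulated shifted set. The simulated counts had the same dispersion for every gene, no trend on GC content and no deviating embryo. They do not show how many false calls such features cause in the real libraries.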

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

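The splits of the embryos were written before their results were seen. Fry, camera with an estimated correlation, total counts and leaving out each embryo were set before the data were examined. The other tests of possible causes in this part were chosen after the results were seen.

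Genes on the X chromosome outside the Rhox and Xlr families were shifted upwards in Dnmt3b-/- embryos. The paper's text does not treat their expression as a set, and Additional file 5 lists single genes of this kind, such as AU022751 and Taf7l. The median log2 fold change of the 568 tested genes was 0.174, with 371 positive and 197 negative values. Of these genes 22 were called higher and 4 lower, and the Dnmt3b-/- embryos lay above all WT embryos for 205 and below them for 64, where chance gives 10% for both directions together. Among all tested genes this share was 51.8%, so that separation alone does not set the X-linked genes apart. The set was called by camera (adjusted p = 0.000335) and by fry (0.00364), but not by camera with an estimated correlation (0.12). The median stayed between 0.168 and 0.218 with each embryo left out in turn, and was 0.099 with scaling to total counts, under which the median of all tested genes was -0.106. Of the 10 splits of the 6 embryos into 3 and 3, 2 gave a camera p as small, the genotypes included, and 10 splits cannot give a share under 0.1. A difference in Xist expression between the embryos is argued against as the cause. Xist had 18577, 4 and 15248 raw counts in the WT embryos and 11, 18781 and 3 in the Dnmt3b-/- embryos, but with the Xist level as a covariate the median was 0.184 (adjusted p = 0.000743). The trend of the libraries with GC content stays open as the cause. The X-linked genes have a median exonic GC content of 45.5% against 50.2% for all tested genes, and with the trend on GC content and length removed the median was 0.003 (adjusted p = 0.643), in line with this explanation. No shift of the X-linked genes beyond the trend was found, which does not exclude a smaller one. By Xist and the Y-linked Ddx3y, sex was not balanced between the genotypes. Dnmt3b-/- embryo 2 was the only mutant embryo with high Xist. The paper reports the loss of X-linked CGI methylation in female embryos. This comparison pools the sexes and cannot tell whether that loss goes with a change of expression in females.

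Rmrp, the RNA of RNase MRP, is listed in Additional file 5 but not discussed in the text of the paper, and fell in all Dnmt3b-/- embryos. Rmrp (chromosome 4 of mm10, 43492785 to 43493059) fell from 44750 ± 22936 to 7583 ± 1070 normalized counts (SD, n = 3 each), a log2 fold change of -2.561 (standard error 0.35, adjusted p = 0.00143 by edgeR), and stayed between -2.89 and -2.13 with each embryo left out in turn. Rn45s, Rpph1, Scarna2 and Scarna10, chosen after their values were seen, fell with it, with log2 fold changes of -2.21, -2.18, -3.42 and -3.80. Rn45s took 1.02, 2.03 and 0.984% of the counts in the WT libraries and 0.347, 0.277 and 0.213% in the Dnmt3b-/- libraries. The GC trend is argued against as the whole cause for 4 of the 5 RNAs. After its removal Rmrp was at -1.69 (adjusted p = 0.00613), Rpph1 at -1.29 (adjusted p = 0.0144), Scarna2 at -2.58 and Scarna10 at -3.47, while Rn45s has no GC value. Over the alternatives the adjusted p of Rmrp ranged from 9.37e-08 to 0.0158. A lower recovery of RNAs without a poly(A) tail in the Dnmt3b-/- libraries stays open. The libraries were made from total RNA depleted of ribosomal RNA, and the methods name no selection by the tail that would cause such a loss. Histone genes, whose mRNAs lack such a tail, were lower as a set by camera and by fry, with a median of -0.841 over 56 genes, 49 of them lower and 20 called lower, in line with this explanation. The histone genes are rich in GC (median 60.3%), and after the GC correction their median was -0.227, still called by camera. Small nucleolar and Cajal body RNA genes, which also lack a poly(A) tail, did not move as a set by camera (91 genes, median -0.146, 53 of them lower), so that a lower recovery would not extend to all such RNAs. A short exonic length stays open as a part of the cause. Protein-coding genes with under 600 bp of exons had a median of -0.308, with 86 of 121 genes lower, far less than the fall of the 5 RNAs. A difference in ribosomal RNA depletion between libraries and an effect of the genotype on these RNAs were not tested.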

How the results depend on the processing

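Over the 98 named genes, 1603 comparisons with alternatives set before the data were examined left the direction and the side of the threshold as they were in 1497 cases. Of the others, 54 lost and 29 gained significance in the same direction, and 23 changed direction. For the results over many genes and all alternatives, 228 comparisons kept the direction and call, 10 lost significance, 11 changed direction and 14 moved in size. DESeq2 gave no adjusted p for Dmrtb1, Piwil1, Bcl11b, Lars2, Otog, D7Ertd143e and Lefty2, which were left out of these comparisons. The log2 FPKM alternative was not run. Unless a cause is named, the cause of a change was not tested.

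With no filter, the similarity of the transcriptomes was 0.9838 and the median of the intron genes -0.005. With a mean of at least 50 counts, where fewer genes are tested, 35 genes were more than 5-fold higher and 2 marker lists were called in place of 5. With total counts, which lower the median of all tested genes to -0.106, the median of the intron genes was -0.079, Dnmt1 was at -0.023, Cux1 at -0.022 and Kit at -0.043, and 3 marker lists were called. With limma the median of the pmCGI set was 0.069 and no longer called, Rbm46 was at -0.048 and Piwil1 at 0.041. The values were 0.069, -0.054 and 0.062 with a pseudocount of 0.1, and 0.065, -0.029 and 0 with a pseudocount of 5. Without trend, limma gave 0.069, -0.048 and 0.041 and called 3 marker lists. With shrunken DESeq2 fold changes, 333 genes were lower and 36 more than 5-fold higher, since shrinkage lowers the fold changes.

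With GC content and length corrected, an alternative chosen after seeing the data, 148 genes were lower. The medians of the exon genes (-0.013) and the X-linked genes (0.003) were no longer called, and those of the intron genes (-0.021) and the clustered protocadherin genes (0.133) changed direction. Dnmt3a was then at 0.049, Rbm46 at -0.308, Piwil1 at 0.051, Foxo3 at 0.014 and Alpl at 0.249. With the Xist level as a covariate, also chosen after seeing the data, Rbm46 was at -0.23 and Kit at -0.022.

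Without a fold change threshold, 2654 genes were higher and 2741 lower. With the fold change threshold kept and an adjusted p below 0.01, 208 genes were higher and 366 lower. Camera with an estimated correlation, which leaves the medians as they are, did not call the pmCGI set (0.124, adjusted p = 0.0771), the exon genes (-0.349, adjusted p = 0.0771) or the X-linked genes (0.174, adjusted p = 0.12), and called 2 marker lists. By the signed ranks of mean FPKM, the value of the pmCGI set was 0.0134, with a p of 0.396. For genes with a region of Additional file 4 within 1000 bp of a TSS, the median in place of that of the promoter set was -0.006, and camera still called the set as higher (adjusted p = 0.00154). With regions that overlap no repeat, the median of the intron genes was -0.096 and the difference in WT expression between exon and intron genes was -0.153.

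The replicate numbers did not pair the embryos. The deviations of same-numbered embryos from their group means correlated with -0.049, -0.147 and -0.013. With a replicate block, 265 genes were higher and 516 lower, and Rbm46 (-0.016) and Piwil1 (0.022) changed direction.

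With each embryo left out in turn, 242 to 381 genes were higher, 391 to 774 lower, 63 to 86 more than 5-fold higher and 23 to 80 more than 5-fold lower. The medians ranged from 2.862 to 4.374 for the promoter set, from -0.056 to 0.438 for the pmCGI set, from -0.368 to -0.32 for the exon genes, from -0.007 to 0.027 for the intron genes, from 0.168 to 0.218 for the X-linked genes and from -0.232 to 0.023 for the clustered protocadherin genes. From 3 to 7 marker lists were called, with 3 without WT embryo 2. The log2 fold change ranged from -0.867 to 0.122 for Bcl11b, from -0.05 to 0.18 for Kit, from -5.514 to 0.668 for Lefty2, from -0.467 to 0.011 for Piwil1 and from -0.126 to 0.428 for Rbm46. Lefty2 reached 0.668 without WT embryo 2, which holds most of its counts. Depth limits the genes at or under 3 counts in 1 genotype, for which only lower bounds are given.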

Differences from the paper's values

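Of the genes more than 5-fold higher, 36.6% carry the germline mark of Additional file 3, whereas the paper gives 81% germline genes. Among the alternatives set before the data were examined, shrunken DESeq2 fold changes brought the share to 55.6%, within 1.5 times the paper's value, and none of the others did. The paper's own table of Additional file 5 holds 48 genes above 5-fold, of which 24 carry this mark (50.0%), and all 48 are among the 71 genes found here. The mark is given only to genes with a methylated promoter CGI. The list behind the paper's share was not found in its text or in Additional files 2 to 6, of which Additional file 2 was held only in part. Additional file 1, to which the paper refers for the share, was not at hand. The 2 shares may therefore not count the same genes.

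For Rhox4g the log2 lower bound was 5.332 (at least 40.3-fold) against the paper's 4.421. Without Dnmt3b-/- embryo 1 the bound was 4.76 (at least 27.1-fold), within 1.5 times the paper's fold change, and with each of the other embryos left out it was 5.22 to 5.74, which is not. For the other alternatives no bound was computed. The fitted log2 fold change was 3.93 with limma and a pseudocount of 5, 2.52 with shrunken DESeq2 fold changes and 5.23 with limma with and without trend, and above that in the other alternatives.

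For the following genes a value is called within the error where it lies no further from the paper's than the larger replicate SD of the log2 normalized counts in a genotype. This does not make the values equal. Both values come from the same embryos, and the SD measures the spread between embryos, not a difference between ways of estimating. The methods do not state whether the paper's fold changes were shrunken, so that the compared values may not be the same kind of estimate. Over the calls shared with the paper, the median ratio of the deposited log2 fold change to the one here was 95.2%. For Rhox4e the log2 fold change was 4.702 against the paper's 4.077 (SD 0.537). It was within the error with limma (4.45 with and without trend, 3.80 with a pseudocount of 5), without WT embryo 1 (4.48), Dnmt3b-/- embryo 1 (4.56) or Dnmt3b-/- embryo 3 (4.59), and with the Xist level as a covariate (4.42, chosen after seeing the values). It was not in the other alternatives set before the data were examined.

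For Sycp1 the log2 fold change was 7.735 against the paper's 7.003 (SD 0.716). It was within the error with total counts (7.66), limma (7.47 with and without trend, 6.54 with a pseudocount of 5), without WT embryo 1 (7.31) or Dnmt3b-/- embryo 1 (7.56), and, both chosen after seeing the values, with GC content and length corrected (6.98) and the Xist level as a covariate (7.61). The other alternatives set before the data were examined left it outside. For Sycp2 it was 5.35 against the paper's 4.968 (SD 0.287), and within the error with limma (5.20 with and without trend, 4.71 with a pseudocount of 5), without Dnmt3b-/- embryo 2 (5.20) and with the GC correction chosen after seeing the values (4.76), unlike with the others set before.

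For Slc25a31 the log2 fold change was 5.516 against the paper's 4.264, where the SD of 1.226 is nearly as large as the gap. Of the alternatives set before the data were examined, shrunken DESeq2 fold changes (4.12) came near the paper's value. Total counts (5.44), limma with a pseudocount of 5 (5.26) and leaving out WT embryo 1 (5.05) or WT embryo 2 (5.32) were within the error but left most of the gap, as did the GC correction chosen after seeing the values (5.07). The others set before were outside the error.

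For Asz1 the log2 fold change was 4.426 against the paper's 3.755 (SD 0.484). It was within the error with limma (4.18 with and without trend, 3.48 with a pseudocount of 5), without WT embryo 1 (4.16) and, both chosen after seeing the values, with the GC correction (3.98) and the Xist covariate (4.18), in contrast to the other alternatives set before the data were examined. For Snora70 it was -4.056 against the paper's -2.545 (SD 1.161). Limma with a pseudocount of 5 (-2.43) came near the paper's value, leaving out WT embryo 2 (-3.65) or Dnmt3b-/- embryo 3 (-3.51) was within the error but left most of the gap, and the rest of the alternatives set before were outside it.

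The paper names Dppa3 among the pluripotency genes with more transcript. Its log2 fold change here was 2.29 with an adjusted p of 0.0637, against 1.68 and 0.00905 in the authors' deposited table. It was called with DESeq2 (2.31, adjusted p = 0.0137), with shrunken DESeq2 fold changes (0.94 on the log2 scale, adjusted p = 0.018, at an adjusted p below 0.05 only) and without Dnmt3b-/- embryo 2 (2.73, adjusted p = 0.0431), in a range of adjusted p from 0.0137 to 0.315. The paper states that Rhox and Xlr genes are the only strongly upregulated genes besides germline genes. Here 35 of the 71 genes more than 5-fold higher are of neither family and without the germline mark, 4 of them germline genes named in the text. The missing mark does not make the other 31 non-germline genes, and the statement was not tested further. The authors' deposited table gives 311 higher and 528 lower genes at the thresholds of the paper, against the paper's 306 and 528. The 5 further genes, named after their values were seen, are Mir1928, Mir7-1, Rec114, Trim52 and Zfp457.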

Other observations

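The tests on the GC trend of single libraries, the exon genes, the promoter set under the GC correction, the numbers of lower and higher genes, stage, and the splits for the germline share and the gene sets were written before their results were seen. The set tests of the lists and of the clustered protocadherin genes were also planned before. The other tests of possible causes in this part were chosen after.

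The log2 fold changes fell with exonic GC content, with a Spearman correlation across 15059 genes of -0.526, against 0.111 with exonic length. Genes are not independent replicates, and no p is attached. With the genes in 10 bins of equal size by GC content, from the lowest bin (26.7 to 42.1%) to the highest (58.1 to 71.1%), the median log2 fold change went from 0.374 to -0.602. Of the called genes, 2 lower and 82 higher genes were in the lowest bin and 258 lower and 8 higher in the highest. A slope on GC content was fitted for each library to the log2 deviations of the genes from their means over all embryos. Per 10% GC this slope was 0.273, 0.237 and 0.272 in the WT libraries and -0.155, -0.27 and -0.357 in the Dnmt3b-/- libraries. With this centring only differences between libraries can be read. The opposite signs do not show that expression rises with GC content in WT and falls with it in Dnmt3b-/- embryos. A GC bias of single libraries needs libraries of 1 genotype to differ among themselves. The largest range within a genotype was 0.39 of the gap of 0.521 between the genotype means, above the limit of 0.33 set before, but through the Dnmt3b-/- libraries only (range 0.202, against 0.036 in WT). A technical and a biological origin of the trend cannot be told apart, because it follows the genotype and a spread between single embryos can be either.

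The lower genes outnumbered the higher genes, 571 to 320. A difference in depth is argued against, since with every library thinned to 41489332 counts 553 genes were lower and 322 higher. A lower recovery of RNAs without a poly(A) tail is argued against as well, since among protein-coding genes other than histone genes 523 were lower and 276 higher. The GC trend stays open. With GC content and length corrected 148 genes were lower and 302 higher, consistent with the trend as the source of the excess of lower genes. The same holds for the lower expression of the exon genes, whose median went from -0.349 to -0.013 under the correction and lay at percentile 8.91 of random lists matched on expression, GC content and length (matched median -0.31), against percentile 0 of lists matched on expression alone (matched median -0.053). Neither the correction (adjusted p = 0.999 by camera) nor the lists matched on all 3 found a decrease of the exon genes beyond the trend, which does not exclude a smaller one. For the promoter set the GC trend is argued against, since its median was 3.213 after the correction (adjusted p = 1.23e-42) and the set lay at percentile 100 of both kinds of lists.

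Of the 10 splits of the 6 embryos into 3 and 3, only the split by genotype reached its number of higher genes (1 of 10), lower genes (1 of 10) and genes more than 5-fold higher (1 of 10), its germline enrichment (1 of 10) and its camera p for the promoter set (1 of 10) and the exon genes (1 of 10). For the pmCGI set 2 of the 10 splits gave a p as small, for the X-linked genes 2, for the intron genes 7 and for the clustered protocadherin genes 9. The share is never under 0.1 with 10 splits, so that the splits decide nothing.

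The named Rhox and Xlr genes rose with a median of 2.93, and a difference in Xist expression between the embryos is argued against as the cause, since with the Xist level as a covariate the median was 3.017 and all 10 genes had an adjusted p below 0.05. More primordial germ cells in the Dnmt3b-/- embryos could raise germline genes. The list of primordial germ cell genes had a median of 0.126 over 8 tested genes, but all 8 have a WT mean of at least 10 counts and their baseline would hide a small share of such cells, so that this stays open. Of the 10 genes of this list 1 is also in another list. Alpl and Kit are its most abundant members, with 2356 and 1457 normalized counts in WT and 2001 and 1491 in Dnmt3b-/- embryos.

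Less yolk sac endoderm in the Dnmt3b-/- libraries stays open. All 13 extraembryonic endoderm genes had a negative log2 fold change, with a median of -1.318 (adjusted p = 0.0773). Their mean log2 level was 11.3, 12.99 and 10.12 in the WT embryos and 11.15, 10.34 and 9.29 in the Dnmt3b-/- embryos, which overlap only because WT embryo 3 lay below Dnmt3b-/- embryos 1 and 2. A difference in tissue and a spread between single embryos cannot be told apart from these values. All 13 genes have a WT mean of at least 10 counts. Apob and Cubn, its most abundant members, had 40949 ± 41523 and 15433 ± 17103 normalized counts in WT embryos and 8814 ± 4435 and 3179 ± 1759 in Dnmt3b-/- embryos (SD, n = 3 each). A difference in stage cannot be told apart from the genotype. The posterior Hox genes, which come on late, had a median of 0.527 (adjusted p = 0.136), and their mean log2 level was 8.26, 7.66 and 8.05 in the WT embryos and 8.58, 8.34 and 8.36 in the Dnmt3b-/- embryos.

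WT embryo 2 differed from the other embryos at single genes. Its raw counts were 1325 for Lefty2, 731 for Pou5f1 and 44840 for Lars2, against 11 to 22, 28 to 90 and 162 to 486 in the other embryos. An earlier stage of this embryo may be a part of the Lefty2 and Pou5f1 counts, since its posterior Hox level was -0.39 from the lower of the other WT embryos, but 1 library decides nothing. The cause of its Lars2 count was not tested. A mislabelled sample is argued against as the reason why Dnmt3b keeps part of its counts, since the highest Dnmt3b-/- embryo was at 0.75 of the lowest WT embryo.

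Dnmt1 (log2 fold change 0.05, adjusted p = 0.564) and Dnmt3a (-0.17, adjusted p = 0.109) did not differ beyond the spread between embryos, and Dnmt3l was below the filter. After the GC correction, chosen after seeing the data, Dnmt1 was at 0.38 (adjusted p = 0.00857) and Dnmt3b at -0.85 (adjusted p = 0.0597). The paper names 7 genes for a methylated exon CGI or, for Dact1, an intragenic one. Of these, Klf3 (1.04, adjusted p = 0.00202 by edgeR) and Zfp64 (0.54, adjusted p = 0.00309) were higher. Daxx (-0.66, adjusted p = 0.00216) and Dact1 (-0.51, adjusted p = 0.0269) were lower. The adjusted p of Dact1 stayed below 0.05 in 4 of the 6 fits that each left out an embryo. Over all alternatives the adjusted p reached 0.0663 for Daxx and 0.105 for Dact1. After the GC correction Daxx was at -0.253, Dact1 at -0.311 and Zfp64 at 1.103. The clustered protocadherin genes did not move as a set (24 genes, median -0.064, adjusted p = 0.822), and 2 of them were called higher. With no filter their median was -0.498 over 46 genes, and camera still did not call the set (adjusted p = 0.491).

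Of the 12 lists tested, 5 had an adjusted p below 0.05. These were the named germline genes (median 3.94), the germline genes measured by RT-qPCR in the paper (6.12), the Xlr genes (2.43), the imprinted transcripts of the paper (0.67) and a list of 25 other imprinted genes (0.32, adjusted p = 0.0485, 20 genes higher). The last was not called by fry (adjusted p = 0.0645). Besides the lists given above, the medians of the lists not called were -0.47 for pluripotency genes, -0.33 for erythroid genes and 0.12 for somite and muscle genes. The median was -0.24 for the genes named for a methylated exon CGI together with Dact1. Too few genes were tested for trophoblast and decidua (3 genes, median 1.08), Xist and Tsix (2 genes, median 0.41) and genes of the Y chromosome (4 genes, median 1.46). Ddx3y of the Y chromosome had 6, 3955 and 0 raw counts in the WT embryos and 4146, 4 and 4254 in the Dnmt3b-/- embryos. It was high in the embryos with few Xist counts, WT embryo 2 and Dnmt3b-/- embryos 1 and 3. Sex was thus not balanced between the genotypes, and the median of the Y genes cannot be read as an effect of the genotype.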
